# DREAM On, DREAM Off: A Review of the Estrogen Paradox in Luminal A Breast Cancers

**DOI:** 10.3390/biomedicines12061300

**Published:** 2024-06-12

**Authors:** Judith C. Hugh, Lacey S. J. Haddon, John Maringa Githaka

**Keywords:** breast cancer, ER positive, estrogen, DREAM, hormone therapy

## Abstract

It is generally assumed that all estrogen-receptor-positive (ER+) breast cancers proliferate in response to estrogen and, therefore, examples of the estrogen-induced regression of ER+ cancers are paradoxical. This review re-examines the estrogen regression paradox for the Luminal A subtype of ER+ breast cancers. The proliferative response to estrogen is shown to depend on the level of ER. Mechanistically, a window of opportunity study of pre-operative estradiol suggested that with higher levels of ER, estradiol could activate the DREAM-MMB (Dimerization partner, Retinoblastoma-like proteins, E2F4, and MuvB–MYB-MuvB) pathway to decrease proliferation. The response of breast epithelium and the incidence of breast cancers during hormonal variations that occur during the menstrual cycle and at the menopausal transition, respectively, suggest that a single hormone, either estrogen, progesterone or androgen, could activate the DREAM pathway, leading to reversible cell cycle arrest. Conversely, the presence of two hormones could switch the DREAM-MMB complex to a pro-proliferative pathway. Using publicly available data, we examine the gene expression changes after aromatase inhibitors and ICI 182,780 to provide support for the hypothesis. This review suggests that it might be possible to integrate all current hormonal therapies for Luminal A tumors within a single theoretical schema.

## 1. Introduction

Since Haddow first demonstrated the estrogen-induced regression of breast cancer [1], numerous other publications have reported similar findings (reviewed in [2]). In 1960, Kautz and The Council on Drugs reported on 944 post-menopausal patients with breast cancer treated with estrogens or androgens, finding that the percentage of women showing estrogen-induced regression increased from 12 to 30% if treatment began five years or more after menopause [3]. More recently, the Women’s Health Initiative (WHI) trial investigated estrogen or estrogen plus progesterone hormone replacement therapy (HRT) in women with a median age at enrollment of 63.2 years (range 50–79 years), thirteen years after the average age of menopause. While estrogen combined with progesterone HRT was associated with an increase in breast cancer, estrogen-only HRT was associated with a statistically significant decreased incidence of ER+ breast cancer [4]. 

The estrogen-induced regression of post-menopausal ER+ breast cancer is a paradoxical finding since ER+ breast cancers also respond to estrogen deprivation whether induced through oophorectomy, selective estrogen modulators, aromatase inhibitors or ER downregulation [5]. Two specific questions encapsulate this paradox: 1. How can estrogen both promote and restrict the growth of post-menopausal ER+ breast cancers? 2. Why does the growth-inhibiting effect of estrogen require a five-year gap of estrogen exposure? In this review, we explore the current explanation of the estrogen paradox, specifically one that is applicable to the Luminal A subtype that accounts for the majority of post-menopausal ER+ breast cancers. Based on our own work and the literature on the response of the breast to hormones, we propose a hypothesis that the cellular response to estrogen is dependent on the level of ER expression and the hormonal microenvironment.

## 2. Estrogen-Induced Regression in ER+ Cancers

### 2.1. Estrogen-Induced Apoptosis in Luminal B Cancers

The two questions regarding the estrogen paradox were investigated in a series of elegant in vitro experiments by Dr. V.C. Jordan and others in his laboratory who have used ER+ breast cancer cell lines conditioned by long-term estrogen depletion to simulate the five-year post-menopausal gap (reviewed in [6]). They showed that the response to estrogen alternates between growth induction and suppression. Contrary to the usual growth-promoting effect of estrogen on ER+ cell lines in vitro, after long-term estrogen depletion, subsequent estrogen exposure became growth-inhibitory with anti-tumor effects in these cells. However, continuous estrogen exposure was then followed by resistance and eventual regrowth during estrogen treatment. The initial growth-inhibitory effect of estrogen was found to involve at least three apoptotic pathways including the unfolded protein response, the activation of the extrinsic death receptor pathway and the intrinsic mitochondrial pathway. Estrogen-induced growth inhibition was recently shown to be dependent on increased ER expression which occurs during periods of estrogen depletion. Similar findings occur in primary tumors with *ESR1* amplification [7]. Continuous estrogen exposure decreases ER levels, and this correlates with resistance to the growth-inhibitory effects of estrogen. This cycling of the response to estrogen between growth induction and suppression mediated by intermittent estrogen exposure and the resulting change in the level of ER has led to the suggestion that “pre-emptively switching between estrogen and estrogen deprivation therapies before resistant tumors emerge is an effective strategy for long-term control of tumor burden” [7]. This laboratory advancement is driving the development of therapeutics that can condition or assist in estrogen-induced apoptosis [6] and has served as the basis for at least one large clinical trial, The Study Of Letrozole Extension (SOLE), a phase III randomized clinical trial of continuous vs. intermittent letrozole in post-menopausal women.

These findings are, however, complicated by the fact that there are two variants of ER+ breast cancer, Luminal A and Luminal B [8]. Subsequent studies have shown that Luminal A tumors have higher ER expression; are low-grade, low-proliferative tumors with minimal genetic abnormalities; respond well to current therapeutic regimens and occur almost exclusively in post-menopausal women [5]. The WHI trial showing a reduction in breast cancer was large enough to reveal the characteristics of the cancers that were in deficit with estrogen-only HRT. These were low-grade (grade 1 or 2), ductal, localized, ER+, HER2 negative with or without progesterone receptor positivity [4]. In general, this description is typical of Luminal A breast cancers. 

ER+ breast cancers are difficult to establish in vitro, particularly Luminal A tumors. Four in-depth surveys of existing breast cancer cell lines concluded that none of the available ER+ breast cancer cell lines were Luminal A and were most likely Luminal B [9,10,11,12]. These include the cell lines used in the long-term estrogen deprivation studies. In addition, the only two estrogen-suppressed patient-derived xenograft models reported to date, WHIM16 [13] and GS3 [14], are both luminal B cell lines [15,16], suggesting that the apoptotic pathway triggered by estrogen has been elucidated exclusively in luminal B cells. The story might therefore be different in Luminal A cells.

### 2.2. Evidence for a Non-Apoptotic Pathway of Estrogen-Induced Regression

Clinically, Luminal A breast cancers respond well to hormonal treatment with a response pattern that does not fit with an apoptotic or cytotoxic model. Current endocrine therapies promote a cytostatic effect with a reduction in tumor size, requiring months of treatment and an optimal duration of therapy of 5 to 10 years [17]. 

There are numerous reports showing that transfection of the ER gene (*ESR1*) into previously ER-naïve cells, including human mammary epithelial cells, breast and cervical cancer cells, Chinese Hamster ovary cells, rodent fibroblasts and a human osteosarcoma cell line, show an immediate estrogen-induced regression that is associated with a slower time course than is typical for an apoptotic agent [18] (Zajchowski et al., and references therein). Two other reports [19,20] found that *ESR1*, when transfected into MCF-7 cells, was associated with estrogen-induced cell cycle block. Accordingly, we transfected MCF-7 cells with an inducible *ESR1* gene under a doxycycline promoter [21] and titrated the doxycycline dose to achieve a 20-fold increase in ER protein expression by densitometry, equivalent to an Allred score of 8/8 by standard diagnostic immunohistochemistry [22]. 

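*ESR1*, the gene that encodes ER, was far higher in the transfected line (ER) than in the mock-transfected line (EM) before any estrogen was given. Its RNA was at 183 ± 38.3 CPM (counts scaled to library size; mean ± SD, n = 4 cultures) in mock-transfected cells given ethanol (EM0) and at 7206 ± 251 CPM (n = 4) in transfected cells given ethanol (ER0). This is a 39.4-fold difference, with a log2 fold change of 5.30 (standard error 0.14, adjusted p = 2.4e-13 from edgeR's quasi-likelihood test). Every ER0 culture was above every EM0 culture (two-sided exact permutation test, p = 0.0286, the smallest that 4 cultures against 4 allow, and p = 0.125, the smallest with 4 pairs, when the cultures were paired by replicate number). After estradiol (E2), *ESR1* RNA was at 215.5 ± 24.9 CPM in the EM line (EM10) and at 6574 ± 500.4 CPM in the ER line (ER10), and neither response to E2 passed the test (log2 fold change of 0.24, adjusted p = 0.106 in EM, and of −0.13, adjusted p = 0.322 in ER). The first passed without EM0 replicate 4 (log2 fold change of 0.37, adjusted p = 0.00861, from 0.00861 to 0.335 over its 12 alternatives) and the second with library size as the only scaling (−0.36, adjusted p = 0.00752, from 0.00752 to 0.573). *ESR1* lies on chromosome 6 from 151656691 to 152129619 on the plus strand (GRCh38, GENCODE release 29), and its counts add the cell's own gene and the introduced copy. Both lines spent 3 days in medium with charcoal-stripped serum, then 24 h with 0.5 µg/ml doxycycline, then 24 h without it in 10 nM E2 or in ethanol as the vehicle. Poly(A) RNA of 4 cultures per group was made into stranded libraries and sequenced on a NextSeq instrument. The authors aligned the reads to hg38 with STAR and counted them per gene symbol with featureCounts, which gave whole, unscaled counts with 39261899 to 58162063 per library. Enough counts to be tested were found for 16142 genes, and CPM are scaled by TMM library sizes throughout. Each line is 1 stable line, so that the introduced gene and any other difference between the lines cannot be told apart when ER0 is compared with EM0. The same holds when the responses to E2 are compared between the lines. The 4 cultures of a group show the spread within 1 line, not between lines.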

Mock transfected MCF-7 cells retained their characteristic Luminal B low level of endogenous ER expression, previously quantitated at 63 fmol/mg protein [23], equivalent to an Allred score of 3/8. 

With the increased levels of ER, the response to estrogen became anti-proliferative with G1/S and G2/M cell cycle block and no evidence of apoptosis. 

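*CDKN1A*, which encodes the cyclin-dependent kinase (CDK) inhibitor p21, rose 3.72-fold with E2 in cells with high ER, from 150.6 ± 2.22 CPM (SD, n = 4) in ER0 to 559.8 ± 24.5 CPM (n = 4) in ER10. In cells with low ER it was at 187 ± 19.2 CPM in EM0 and 181 ± 23.0 CPM in EM10, which did not pass the test. *TP53*, which encodes p53, an activator of *CDKN1A*, fell in the ER line, from 127 ± 16.5 CPM in ER0 to 34.7 ± 3.15 CPM in ER10. The other CDK inhibitors and the p53 target genes went both ways. The log2 fold change of *CDKN1A* with E2 was 1.89 in the ER line (standard error 0.083, adjusted p = 2.31e-12 from edgeR's quasi-likelihood test), with all 4 ER10 cultures above all 4 ER0 cultures (two-sided exact permutation test, p = 0.0286). In the EM line it was −0.045 (standard error 0.080, adjusted p = 0.673), and without EM0 replicate 3 it turned to 0.028 (adjusted p = 0.797, from 0.133 to 0.998 over 12 alternatives). The responses of the lines differed by 1.94 (standard error 0.11, adjusted p = 1.92e-10). *CDKN1A* lies on chromosome 6 from 36676460 to 36687339 on the plus strand (GRCh38, GENCODE release 29).
*TP53* lies on chromosome 17 from 7661779 to 7687550 on the minus strand and overlaps *WRAP53* on the other strand, so that reads of the pair would be mixed if counting ignored strand. It fell by 1.87 on the log2 scale with E2 in the ER line (standard error 0.095, adjusted p = 1.38e-11). With low ER it rose from 127.8 ± 8.57 CPM to 155 ± 11.4 CPM (log2 fold change of 0.28, adjusted p = 0.0171). The rise in EM no longer passed with library size as the only scaling (adjusted p = 0.0623), without EM0 replicate 1 (0.0567) or without EM10 replicate 4 (0.053), with adjusted p from 0.000147 to 0.0623 over 12 alternatives. Of 6 CDK inhibitor genes, 5 had enough counts to be tested. With E2 in the ER line, 2 of the 5 rose and 3 fell (2 and 3 when adjusted over the list alone), and the list as a whole did not stand apart from other genes (adjusted p = 0.908 from camera). *CDKN2D*, which encodes the CDK4 and CDK6 inhibitor p19, rose from 14.8 to 32.4 CPM (log2 fold change of 1.13, adjusted p = 4.33e-08). *CDKN2B*, which encodes p15, fell from 16.6 to 4.73 CPM (−1.81, adjusted p = 3.17e-08), *CDKN1B*, which encodes p27, fell by 0.73 on the log2 scale (adjusted p = 1.73e-07), and *CDKN2A*, under 1 CPM in all 4 groups, fell by 0.98. With E2 in the EM line, 1 of the 5 rose, 2 fell and 2 were not called (1 and 2 when adjusted over the list alone, camera adjusted p = 0.563), with log2 fold changes of 0.37 for *CDKN1B*, −1.42 for *CDKN2B* and −0.82 for *CDKN2A*. Of 30 p53 target genes, 9 rose, 18 fell and 3 were not called with E2 in the ER line (9 and 18 when adjusted over the list alone, camera adjusted p = 0.908). *TP53I3*, an oxidoreductase gene induced by p53, rose from 54.1 ± 4.15 to 360.2 ± 35.3 CPM (log2 fold change of 2.74, standard error 0.077, adjusted p = 1.1e-14). *TNFRSF10B*, a death receptor gene, rose from 59.2 to 260.7 CPM (2.14, adjusted p = 3.19e-12), and *SESN2*, a stress-induced regulator of growth signalling, fell from 42.4 to 18.9 CPM (−1.17, adjusted p = 4e-11). In the EM line 10 of the 30 rose, 8 fell and 12 were not called (10 and 8 when adjusted over the list alone, camera adjusted p = 0.848), and 7 rose and 8 fell with library size as the only scaling.

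**Figure D1:**
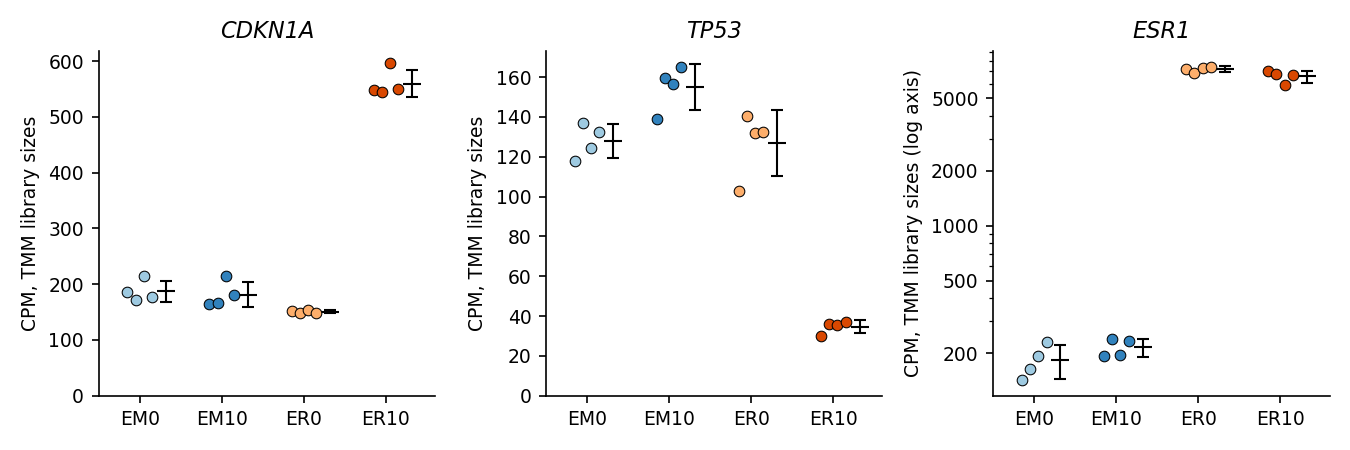
RNA of *CDKN1A*, *TP53* and *ESR1* in each of the 16 cultures, in CPM with TMM library sizes (log axis for *ESR1*). Points are cultures and bars are the mean ± SD of 4. *CDKN1A* is highest and *TP53* lowest in the 4 ER10 cultures.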

Like Zhao et al. before us [19], we found that the cell cycle block was associated with an increase in p21. Chromatin immunoprecipitation using an anti-ER Ab, followed by whole-genome sequencing, showed the increase in p21 was most likely mediated through direct ER binding to the p21 gene (*CDKN1A*) in a novel intragenic region composed of two half estrogen response elements (EREs) and an AP1 site. ChIP-String analysis confirmed that ER binding in this region only occurs in cells with high *ESR1* in the presence of estrogen. 

This work demonstrated that a given hormone is not strictly paired to a single proliferation outcome and that estrogen could elicit diametrically opposite cell cycle responses (proliferation or cell block) depending on the amount of ER present. This conclusion is identical to that recently published by Traphagen et al. [7]. Those authors were able to show that high levels of endogenous ER and transcriptional activity were necessary for the growth-inhibitory effects of estrogen. 

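Genes of the cell cycle rose with E2 in cells with low ER and fell with E2 in cells with high ER. *MKI67*, which encodes the proliferation marker Ki-67, went from 228.5 ± 66.7 CPM (SD, n = 4) in EM0 to 626 ± 97.2 CPM in EM10, and from 405 ± 40.7 CPM in ER0 to 129.8 ± 17.8 CPM in ER10. Of 81 G1/S genes that are known targets of E2F and DREAM, 77 rose in the EM line and fell in the ER line, and of 103 such G2/M genes, 94 did. Genes known to be induced by ER rose with E2 in the EM line but went both ways in the ER line. The log2 fold change of *MKI67* was 1.45 in EM (standard error 0.17, adjusted p = 2.56e-06 from edgeR's quasi-likelihood test) and −1.64 in ER (standard error 0.17, adjusted p = 1.59e-07), and the difference between the responses was −3.10 (adjusted p = 5.59e-09). *MKI67* lies on chromosome 10 from 128096659 to 128126385 on the minus strand (GRCh38, GENCODE release 29). When the difference between the responses was tested, it was lower in ER for 80 of the 81 G1/S genes and not called for 1, *ORC6*, named after its value was seen (81 lower when adjusted over the list alone). The median difference was −2.23 on the log2 scale (adjusted p = 4.68e-58 from camera, and adjusted p = 0.0636 with an estimated correlation between genes). It was lower in ER for 102 of the 103 G2/M genes and not called for 1, *UBE2S*, also named after its value was seen (102 when adjusted over the list alone), with a median of −2.62 (camera adjusted p = 4.13e-39, and adjusted p = 0.188 with an estimated correlation).
Of 36 ER target genes, 35 had enough counts to be tested, and all 35 rose with E2 in the EM line (35 when adjusted over the list alone, median log2 fold change of 2.01, camera adjusted p = 4.56e-43). *GREB1*, a coregulator of ER, rose 36.0-fold, from 18.0 ± 1.96 CPM in EM0 to 648.5 ± 91.1 CPM in EM10 (log2 fold change of 5.17, standard error 0.27, adjusted p = 9.26e-10). In the ER line, 13 of the 35 rose, 12 fell and 10 were not called (13 and 13 when adjusted over the list alone, camera adjusted p = 0.908), with a median of 0.13 and a mean of −0.048, and with library size as the only scaling 11 rose and 15 fell. *GREB1* rose there too, from 43.6 ± 9.45 to 103.6 ± 39.7 CPM (log2 fold change of 1.25, adjusted p = 0.000119), as did *PGR*, which encodes the progesterone receptor (4.10 in EM and 1.50 in ER, adjusted p = 1.04e-09 and 1.9e-06), and the receptor tyrosine kinase gene *RET* (2.22 and 1.52, adjusted p = 3e-09 and 1.72e-08). *XBP1*, a transcription factor of the secretory pathway, went from 181 ± 13.8 to 1216 ± 149 CPM in the EM line and from 1347 ± 75.0 to 416.5 ± 16.1 CPM in the ER line, with log2 fold changes of 2.75 (adjusted p = 2.79e-12) and −1.69 (adjusted p = 7.06e-12) and a difference of −4.44 (standard error 0.12, adjusted p = 1.86e-14). *TFF1*, a secreted trefoil peptide gene, rose by 3.08 on the log2 scale in EM (adjusted p = 9.25e-09) and fell by 0.96 in ER (adjusted p = 0.000393). The response of the ER targets was lower in the ER line for 29 of 35, higher for 1 and not called for 5 (29 and 1 when adjusted over the list alone, camera adjusted p = 3.93e-10, and adjusted p = 0.173 with an estimated correlation).
Some genes went the other way, down with E2 in cells with low ER and up in cells with high ER. *ASIC1*, an ion channel gene, was at 16.6 CPM in EM0, 10.5 in EM10, 15.1 in ER0 and 316.4 in ER10, with log2 fold changes of −0.66 (adjusted p = 3.7e-06) and 4.39 (adjusted p = 1.74e-16) and a difference of 5.05 (adjusted p = 3.96e-15). *CTIF*, a translation initiation factor gene, was at 18.0, 11.3, 19.7 and 150.4 CPM in the same order. Across the 16142 genes tested, 7945 changed with E2 in the EM line (3698 higher and 4247 lower) and 11336 in the ER line (5589 higher and 5747 lower). Of the 5933 genes that changed in both lines, 3169 (53.4%) went in opposite directions, 1638 of them up in EM and down in ER and 1531 down in EM and up in ER. If calls in the lines were independent, 1316.6 and 1470.5 would be expected. In the same direction, 1135 were higher and 1629 lower in both, where 1280.4 and 1512 would be expected. The count of opposite directions thus does not by itself show a reversal across all genes. The log2 fold changes of the lines had a Pearson r of −0.019 and a Spearman rho of −0.027 across genes, which are not independent replicates. The difference between the responses itself passed the test for 10514 genes, 5327 higher and 5187 lower in the ER line. The share of higher calls depended on the scaling. It was 46.5% in EM and 49.3% in ER with TMM, and 35.1% (2931 higher and 5412 lower) and 34.2% (4106 higher and 7887 lower) with library size alone, which moved the median gene by −0.23 on the log2 scale in ER. From the block of the cell cycle in the line with raised ER, the rise in p21 and the binding of ER at its gene, the paper concludes that estrogen could bring about proliferation or a block of the cell cycle, depending on the amount of ER.

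**Figure D2:**
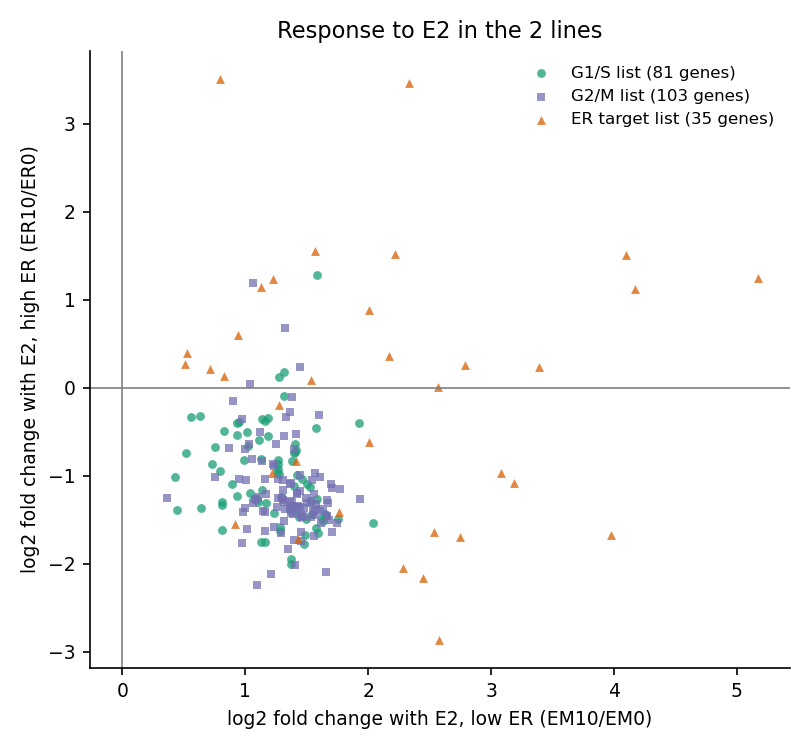
Log2 fold change with E2 in the EM line (horizontal axis) and in the ER line (vertical axis), each point a gene of the G1/S (81), G2/M (103) or ER target (35) list. Most G1/S and G2/M genes lie in the lower right, up in EM and down in ER, 77 and 94 of them past the test in both lines.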

With prolonged estrogen exposure, the ER levels declined, and this decrease in ER was associated with resistance to the growth-inhibitory effects of estrogen [7]. It raised the possibility that Luminal A breast cancers, which have higher amounts of ER, might have a p21-mediated, non-proliferative response to estrogen. In the following sections, we present our investigation of this hypothesis with supporting literature to answer the two key questions regarding the estrogen paradox when applied to Luminal A tumors.

### 2.3. How Can Estrogen Promote and Restrict the Growth of Luminal A Cancers? DREAM

Luminal A tumors are thought to closely resemble normal breast epithelial cells, with few, if any, genetic abnormalities [5]. This is significant because the response to estrogen in normal breast epithelium is opposite to that in uterine epithelium [24,25,26]. Histologic studies of samples taken concurrently from the breast and the endometrial lining of the uterus during the menstrual cycle have shown that during the pre-ovulatory or follicular phase when estrogen alone is present, the endometrial epithelial cells proliferate but the breast epithelium does not. In the post-ovulatory or luteal phase of the cycle when estrogen and progesterone are both present, the endometrial epithelial cells stop proliferating, while the breast epithelia start proliferating. This is consistent with the WHI trials of HRT in which combined estrogen and progesterone protected against endometrial cancer but was associated with an increase in breast cancer [4]. We decided to test the hypothesis that Luminal A tumors may arise after menopause because of the lack of estrogen and regress when the estrogen is supplied either as HRT or as a therapeutic. 

We used a Window of Opportunity Study (PRESTO–PRe-operative ESTradiOl Window of Opportunity Study in Post-Menopausal Women with Newly Diagnosed ER Positive Breast Cancer) to test the hypothesis that estrogen could induce a decrease in Ki67 or Risk of Recurrence Score (ROR) (BC360™, NanoString Technologies Inc., Seattle, WA, USA) [27]. Nineteen women with newly diagnosed ER+, low-grade breast cancer who were post-menopausal with at least 5 years from their last estrogen exposure were given 6mg/day of estradiol [28] for 7 to 14 days in the interval between diagnosis and surgery. 

In total, 13 of 19 (68%, *p* = 0.025) patients showed a decrease in Ki67, while 8/13 (62%, *p* = 0.07) patients showed a decrease in ROR score with no histologic or gene expression evidence [29] of apoptosis. Using ROR scores instead of Ki67 to define estrogen response [30,31,32,33,34], we defined the three patients with the greatest reduction in ROR as “responders” and compared their gene expression profiles (GEPs) to three “non-responder” patients who had the least change in ROR between biopsy and surgical specimens. 

We derived a GEP signature using a non-parametric random forest approach [35] that separated the responders from non-responders on the post-estrogen treatment surgical specimens (PRESTO-45^surg^, [25]). The algorithm selected genes based on their ability to predict the response status of the sample independently of their level of significance in classical parametric statistical analysis. Surprisingly, even though p21 was significantly different between responders and non-responders, it was not part of the predictive signature. The regulatory elements of two-thirds of the PRESTO-45^surg^ genes were most consistent with FOXM1 and E2F4, crucial components of the DREAM-MMB (**D**imerization partner, **R**etinoblastoma-like proteins, **E**2F4, **a**nd **M**uvB–**M**YB-**M**uv**B**) system of cell cycle control that is responsible for reversible cell cycle arrest or quiescence [36]. In 2019, ref. [37], a rigorous global analysis using knockout cells, DREAM-ChIP verification and consistency across cell types and species, defined 268 genes that were repressed through the p53-DREAM pathway. Greater than 85% of these genes were involved in cell cycle regulation. In total, 30 of these 268 genes are contained within the PRESTO-45^surg^ and were downregulated with estrogen. A total of 12 of the 268 genes were not annotated in our database. Of the remaining 226 DREAM genes, 200 (89%) were also downregulated in the responders. This near uniform suppression of the DREAM genes [37] is consistent with estrogen-induced activation of the DREAM complex to mediate cell cycle block. 

Notably, DREAM acts in concert and is partially redundant with the RB/E2F pathway, both of which are essential for the repression of many G1/S and G2/M cell cycle genes [37]. In addition, RB protein is positive immunohistochemically in over 90% of ER+ tumors [38], and RB mutants are resistant to the DREAM agonist effect of cyclin-dependent kinase inhibitors [39]. Therefore, we initially investigated whether 10 genes which are known to be RB repressed in a DREAM-independent manner [37] were also downregulated in our responders. We found no significant changes in these 10 genes in the responders or non-responders (see Appendix A). When we analyzed all 415 RB-E2F candidate genes [37], only 15 (3.7%) were significantly downregulated by estrogen in responders, with no genes showing significant changes in the non-responders. This suggests that the RB-E2F pathway is not a major element in the estrogen response and that the estrogen-induced gene-repression effects were mediated primarily through the DREAM pathway. 

The DREAM complex induces cell cycle arrest through binding and inhibiting E2F elements in the promoters of G1/S genes and the cell cycle genes homology region (CHR) promoter sites of G2/M genes [36]. Although the DREAM-MMB pathway is typically activated by p53 and p21 following DNA double-strand breaks due to genotoxic stress, oncogene activation or mitochondrial dysfunction, the PRESTO responders showed no evidence of changes in p53 protein (Figure 1a) or mRNA (Figure 1b). However, the responders had significantly increased mRNA of *CDKN1A* (p21) and decreased mRNA of *FOXM1* and *MYBL2*, which are the competing partners for MuvB (Figure 1b) which would shift the DREAM-MMB pathway to the DREAM-mediated repression of cell cycle proteins leading to a cell cycle block. Since both FOXM1 and MYBL2/B-MYB are known MuvB target genes, the p21-dependent formation of the DREAM complex would repress those genes, further enhancing DREAM complex formation. 

This suggests that estrogen therapy may be inducing quiescence, a stereotyped form of reversible cell cycle arrest that is generally mediated by the DREAM complex, possibly a throw-back to the normal function of estrogen in the induction of temporary cell cycle arrest during the follicular (estrogen-only) phase of the menstrual cycle. 

The DREAM pathway was recently shown to be activated by progesterone in an ovarian cancer model [40] and by supra-physiological androgens [41] in a prostate cancer model. Given the well-described pro-tumorigenic activities of estrogen and the acquisition of an invasive and migratory phenotype in the ovarian cancer model’s progesterone activation of DREAM, we examined our estrogen-treated cell lines and patients to determine if the induction of quiescence was similarly linked to pro-tumorigenic consequences. We carried out a bioinformatic analysis identical to that in Mauro [42], investigating the top regulated genes and enriched pathways after estrogen treatment. Out of the 200 genes listed in the PR-A/B inventory [42], only 4 genes overlapped between the PR-A ovarian model and either our estrogen-treated cell lines or PRESTO patients, suggesting different mechanisms are involved. While this represents unvalidated RNA-seq data, the presence of two upregulated cytokines, CXCL1 and CXCL2, in the PRESTO responders (Appendix B Figure A1a) is interesting, especially in light of the pathway analysis which showed that the PRESTO responders showed activation of the innate immune system with the upregulation of the cytokine signaling pathway, neutrophil degranulation and associated interleukin and G protein-coupled receptor signaling (Appendix B Figure A1b). The significance of this is unknown. Breast cancer cells are known to secrete cytokines that can promote invasion [43], and in particular, IL-11 has been shown to be associated with bone metastases in low-grade tumors [44]. Thus, it is possible that DREAM-mediated quiescence could be associated with the tumor dissemination of dormant cells. However, in other models, inflammatory cytokines inhibit tumor growth [45]. Notably, estrogen-only HRT in the WHI study was associated with a decreased incidence of and decreased mortality associated with breast cancer [4]. Further work is necessary to determine if DREAM-mediated quiescence is accompanied by tumor dissemination or anti-tumor effects. 

### 2.4. Why Does Estrogen Inhibition Require a 5-Year Gap? Estrogen in Context

HRT trials that initiate estrogen-only therapy close to the menopause such as the Million Women Study in the UK [46] have not found an estrogen-induced decrease in breast cancer, raising the question for the above hypothesis—if estrogen is functioning to activate the DREAM pathway, then why is there a need for the five-year gap? For Luminal B cancers, the work by Jordan’s lab has suggested that this period of estrogen depletion leads to an increase in endogenous ER, which is a prerequisite for the apoptotic or growth-inhibitory response to estrogen [6,7]. For Luminal A cancers which have consistently higher levels of ER and we presume are always growth inhibited by estrogen, the question becomes more perplexing. 

The first real mention of the 5-year gap was the 1960 Council on Drugs publication [3] which showed that the efficacy of hormone treatment in breast cancer increases dramatically five years after the menopause, which is generally defined as 50 years old. Thus, the gap may not specifically revolve around exposure to estrogen but rather to events in the menopausal transition—the five years before and after the final menstrual period (FMP) or 45 to 55 years of age. 

Interestingly, the incidence of breast cancers also shows an unusual discontinuity around the menopausal transition (Figure 2). This was first described by Clemmesen in 1948 [47], (Figure 2a) and was also noted in the 2012 surveys of age and breast cancer in both the Lancet Oncology review [48] (Figure 2b) and the SEER data review [49] (Figure 2c). In Clemmesen’s review of the incidence of breast cancer in the Danish Cancer Registry, he noted a statistically significant but “peculiar feature..is the fall in incidence for the age classes between 45 and 55”, which later became known as Clemmesen’s Hook. The 2012 Lancet Oncology review [48] showed that Clemmesen’s Hook occurred in ER+ breast cancers, while the SEER publication [49] pin-pointed Clemmesen’s Hook as affecting ER+ PR+ breast cancers (Figure 2c). If one compares the trajectory of the two ER+ breast cancers in the SEER data, the incidence of ER+PR+ breast cancers begins to increase in the mid-40s (Figure 2d, indicated by “a”), approximately 5 years before the precipitous drop in estrogen levels at 50 years and the rise in ER+PR- cancers. The incidence of ER+PR+ cancers then levels off for the five years (Figure 2d, indicated by “b”) following the final menstrual period (FMP), before resuming the steady linear increase with age exhibited by ER+PR- breast cancers. This suggests the possibility that the five-year gap may be reflecting the physiological events of the menopausal transition.

The human female menopausal transition is unique to female primates [50]. The Study of Women’s Health Across the Nation (SWAN) was a longitudinal study of women going through the menopausal transition in which 15,930 observations from 2886 women were aligned with ovarian status as defined by the World Health Organization. SWAN described a novel surge in adrenal androgens in 80% of women between the ages of 45 to 55 years [50]. A similar increase in four androgens, including total testosterone, dehydroepiandrosterone (DHEA), dehydroepiandrosterone-sulfate (DHEAS) and androstenedione, in women from 45 to 55 years was recently described in a population-based cohort study of 3291 participants in the Rotterdam Study [51]. Lasley, a principal investigator of the SWAN study, noted that this androgen surge also occurred following ovariectomy [52] and theorized that “changes in ovarian function... (perhaps a loss of inhibin B and a slight rise in FSH)... could trigger a transient increase in adrenal δ-5 steroid production that continues to and past the final menstrual period (FMP)”. 

Clinically, the menopausal transition is associated with signs and symptoms similar to estrogen deficiency and is alleviated by estrogen therapy even though the early transition period predates the major decrease in E2. Lasley suggested that these symptoms are potentially related to levels of androstene-3β, 17β-diol (Adiol), an adrenal androgen and metabolite of DHEAS, with the ability to bind both estrogen and androgen receptors (ARs) [50]. During the menopausal transition, levels of Adiol are elevated from less than 1 nM in premenopausal women to 3–4 nM, about one hundred times the average concentration of estradiol [50]. 

We suggest that the hormonal milieu at the beginning of the menopausal transition with the combination of high levels of Adiol in a woman with normal levels of estrogen promotes the proliferation of normal breast epithelial cell and their derivative luminal A breast cancers, leading to the early rise in ER+PR+ breast cancers. With the abrupt loss of estrogen at the time of the FMP and the persistence of Adiol for the five years beyond the FMP (late menopausal transition), there is a drop in ER+PR+ breast cancers (Clemmesen’s Hook). Until Adiol levels have decreased sufficiently, five years after the FMP, estrogen supplementation is associated with an increase in breast cancer. Once the Adiol surge has subsided, five years after the FMP, estrogen as a single hormone is associated with the suppression of proliferation in high-ER-expressing luminal A breast cancers. This explains the need for a five-year gap before estrogen therapy begins to suppress ER+ breast cancers. This phenomenon is restricted to ER+PR+ cancers because of the role of liganded and unliganded PR in regulating DREAM expression [40].

## 3. A Hypothesis for the Estrogen Paradox in Luminal A Cancers

### 3.1. DREAM ON, DREAM OFF

The previous section suggests that Clemmesen’s Hook around the menopausal transition exemplifies the rule that while two hormones (estrogen and Adiol) in the early menopausal transition cause proliferation and an increase in breast cancer, one hormone (Adiol in the last 5 years of the menopausal transition) causes cell cycle block and a decrease in breast cancer. Notably, a similar finding holds for progesterone. In a large survey of post-menopausal women, Trabert et al. [53] found that in women with higher levels of estrogen, increasing serum progesterone was associated with an increase in breast cancer. However, for women in the lowest quartile of circulating estrogen, increasing serum progesterone was associated with a decrease in breast cancer. This is reminiscent of the effect on breast epithelium of the menstrual cycle in pre-menopausal women. In the estrogen-only follicular phase, the cells are non-proliferative, but this switches to proliferation in the luteal phase in the presence of both progesterone and estrogen. This suggests that the specific hormone itself (whether estrogen, an androgen or progesterone) is not important but rather the presence of another steroid hormone that determines whether the response will be cell block (one hormone) or proliferation (two hormones). 

The switch between proliferation and cell cycle blockade could be mediated by the DREAM-MMB pathway, which is designed to alternate between a pro-proliferative and anti-proliferative gateway. The system revolves around the ability of the LIN54 member protein of MuvB to stabilize different mutually exclusive complexes on the CHR promoter element of late cell cycle genes [36]. When MuvB is associated with the DREAM components (Dimerization partner, hypophosphorylated p130 Retinoblastoma-like proteins, and E2F4), the complex suppresses gene transcription and induces quiescence, e.g., “DREAM ON”. When MuvB is associated with B-Myb and/or FOXM1, these replace the inhibitory DREAM complex, the “DREAM OFF” situation, and facilitate the activation of the same cell cycle genes [36]. 

The DREAM-MMB pathway is usually activated by p21 downstream of p53 [37]. However, binding sites for ER [21,54], AR [55] and PR [56] have been described upstream of the p21 transcription start site and in intragenic regions, accounting for the observation that p21 can be activated by estrogen, androgens or progesterone. Thus, the activation of p21 by any one of these hormones could engender cell cycle blockade via the DREAM complex. The addition of a second steroid hormone could oppose the action or formation of the DREAM complex in favor of the pro-proliferative MMB complexes. 

### 3.2. One Hormone vs. Two Hormones

Progesterone is a known antagonist of the estrogen transcriptome [57]. Similarly, the opposition of the estrogen response by Adiol has been well documented in the literature. Initially, it was suggested that Adiol’s reversal of an estrogen effect was due to competition for the ER [58,59]. Subsequently, it was suggested that the higher-affinity estrogen would displace Adiol from the ER and promote Adiol–AR binding, which would oppose estrogenic effects [60,61,62]. Using 5α-dihydrotestosterone (DHT), others have suggested that liganded AR could compete for estrogen response elements, thereby preventing the activation of estrogen–ER target genes at a genome-wide level [63,64]. Most recently, Hickey et al. [65] have added competition for transcription factors or squelching as a mechanism for the androgen reversal of estrogen signaling. 

Thus, the concurrent presence of any two steroid hormones could reverse the pro-DREAM effect of a single hormone by competing for the cognate receptor or response element on the chromatin, or essential transcription factors. Alternatively, or in addition, the second hormone with its receptor could stimulate the transcription of DREAM complex antagonists, e.g., the pro-proliferative transcription factor partners for MuvB such as FOXM1 and/or MYBL2 (see Figure 3). 

### 3.3. Estrogen and Anti-Estrogens

The foregoing discussion raises a third question for the estrogen paradox. The PRESTO and the WHI data suggest that it is the Luminal A patients who respond to estrogen—the same patients who currently have the best response to existing anti-estrogen treatment protocols such as tamoxifen, aromatase inhibitors (AIs) and ICI 182,780 (Fulvestrant, Faslodex). So, how does the estrogen induction of DREAM apply to anti-estrogen therapies? It is a question that dates back to the original head-to-head trial of an estrogen (diethystilbestrol, DES) vs. an anti-estrogen (tamoxifen) that validated the use of tamoxifen, showing it was equally as effective as DES with fewer side effects [66]. The 20-year follow-up showed that the estrogen was better [67], so it is possible that it is tamoxifen’s known weak estrogen agonist properties that are therapeutic. But the same could not be said of aromatase inhibitors or ICI 182,780, which decrease the amount of estrogen or the estrogen receptor, respectively. However, the hypothesis presented above is not hormone specific and instead would argue that if there was evidence of estrogen stimulation in the post-menopausal period when adrenal-derived androgens are the dominant hormone, then the removal of estrogen (or less practically, the androgen) could activate the DREAM pathway, leading to cell cycle block and quiescence. 

Circulating estrogen is increased in post-menopausal women with breast cancer compared to those without [68]. Also, intra-tumoral estrogen is 8-fold higher than serum levels in post-menopausal ER+ tumors [69], especially in ER+PR+ tumors that have immunohistochemically detected aromatase enzyme [70]. Systemic AI therapy by inhibiting the aromatase enzyme from converting androgens to estrogen is able to decrease both circulating and intra-tumoral estrogen [71]. Dr. Angela Brodie, the pioneering scientist behind AIs, and her co-authors proposed [72] that there is an ongoing balance between estrogenic and androgenic signaling at the cellular level. They suggested that the therapeutic effect of AI is to decrease the influence of estrogen, thereby “unmasking the inhibitory effect of androgens acting via the AR”. 

Using data from Hickey et al. [65], we looked at the effect of androgen–AR signaling on DREAM genes by comparing significant fold changes (*p* < 0.05) after DHT treatment of ER+ patient-derived xenografts (PDX) HCI-005, GAR15-13 and the luminal B cell line ZR-75-1 ([65], Supplementary Table S3). 

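In MCF-7 cells with high ER, E2 lowered nearly all of the DREAM target genes examined, together with the transcription factor genes that drive the G2/M program. *FOXM1*, a transcription factor of G2/M genes, fell from 80.2 ± 10.8 CPM (SD, n = 4) in ER0 to 19.9 ± 4.37 CPM (n = 4) in ER10. *MYBL2*, which encodes the B-MYB subunit of the activating MuvB complex, fell from 189 ± 33.5 to 65.3 ± 11.7 CPM. Of 81 G1/S genes, 77 fell, 1 rose and 3 were not called, and of 103 G2/M genes, 94 fell, 2 rose and 7 were not called. These lists were compiled from general knowledge of E2F and DREAM targets and are not the DREAM genes of Figure 4, which the paper's text does not list. The log2 fold change was −2.01 for *FOXM1* (standard error 0.19, adjusted p = 4.03e-08 from edgeR's quasi-likelihood test) and −1.53 for *MYBL2* (standard error 0.17, adjusted p = 3.12e-07). *FOXM1* lies on chromosome 12 from 2857681 to 2877155 on the minus strand and *MYBL2* on chromosome 20 from 43667019 to 43716496 on the plus strand (GRCh38, GENCODE release 29). The median log2 fold change of the G1/S list was −1.12, with 77 lower and 1 higher when adjusted over the list alone (adjusted p = 2.24e-17 from camera, and adjusted p = 0.363 with an estimated correlation between genes). Among its members, *BRCA1*, a DNA repair gene, fell from 71.5 to 18.6 CPM (log2 fold change of −1.94, adjusted p = 1.16e-12), *MSH6*, a mismatch repair gene, fell from 120.9 to 46.2 CPM (−1.39, adjusted p = 4.93e-13), and *RBL1*, which encodes the DREAM pocket protein p107, fell from 23.9 to 7.75 CPM (−1.62, adjusted p = 1.53e-11). The median of the G2/M list was −1.28, with 95 lower and 2 higher when adjusted over the list alone (camera adjusted p = 2.55e-12, and adjusted p = 0.663 with an estimated correlation). *TRIP13*, a spindle checkpoint gene, fell from 32.0 to 7.51 CPM (−2.09, adjusted p = 2.79e-10), and *STMN1*, which encodes a regulator of microtubules, fell from 147.7 to 31.2 CPM (−2.24, adjusted p = 6.15e-10). The genes that rose were *ORC6* of the origin recognition complex (log2 fold change of 1.28, adjusted p = 4.82e-09) and the mitotic ubiquitin conjugase gene *UBE2S* (1.19, adjusted p = 4.25e-08), both named after their values were seen, and the phosphatase gene *CDKN3* (0.68, adjusted p = 0.000145). The G1/S genes that were not called were *POLE2*, *WDHD1* and *CDT1*, also named after their values were seen. The S and G2/M marker lists distributed with Seurat gave 40 of 42 lower, 1 higher and 1 not called, and 46 of 54 lower, 1 higher and 7 not called (40 and 46 lower when adjusted over the list alone, camera adjusted p = 6.38e-12 and 2.08e-07, and adjusted p = 0.363 and 0.663 with an estimated correlation). Of 12 genes of DREAM and MuvB components, 9 fell, 1 rose and 2 were not called (9 and 1 when adjusted over the list alone), with a list test that did not pass (camera adjusted p = 0.0506). *E2F5* fell by 1.01 on the log2 scale (adjusted p = 1.82e-08), and *LIN54*, the DNA-binding MuvB subunit, by 0.76 (adjusted p = 1.92e-08). The 1 that rose was *TFDP2* (log2 fold change of 0.33), named after its value was seen, and it no longer passed with library size as the only scaling (adjusted p = 0.407, from 5.67e-05 to 0.407 over 12 alternatives).

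**Figure D3:**
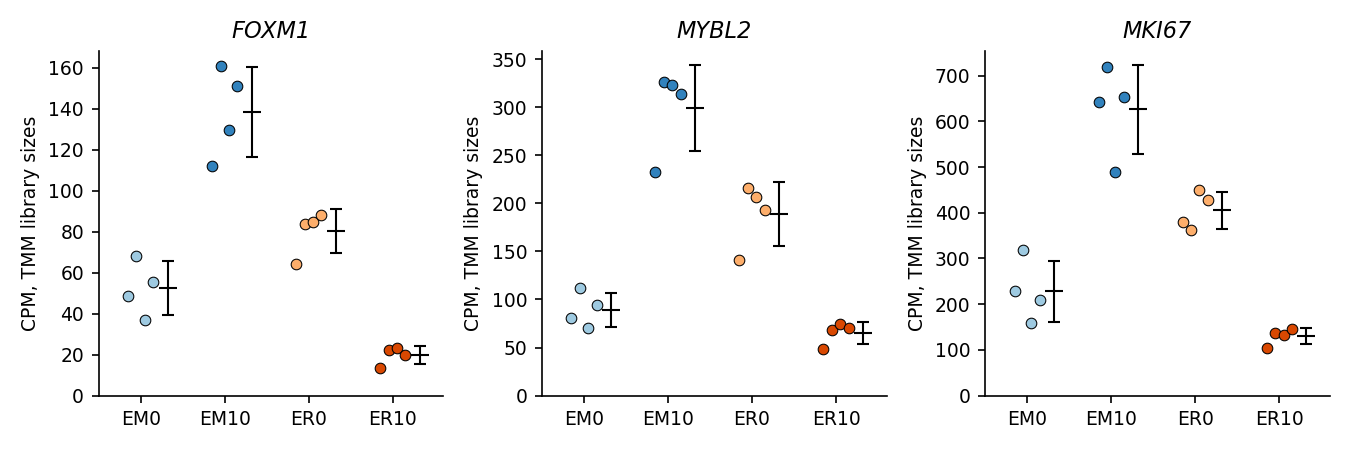
RNA of *FOXM1*, *MYBL2* and *MKI67* in each of the 16 cultures, in CPM with TMM library sizes. Points are cultures and bars are the mean ± SD of 4. All 3 genes are higher in EM10 than in EM0 and lower in ER10 than in ER0.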

Unlike the DHT-treated ZR-75-1 cell line, both the DHT-stimulated PDX models downregulated DREAM-regulated genes, similar to estrogen-induced changes in PRESTO responders and the ER-transfected MCF-7 cells (ER10) (Figure 4), confirming that single hormonal stimulation with estrogen in vitro and in vivo and the androgen DHT in vitro can activate the DREAM complex (DREAM “ON”) and downregulate proliferation genes. 

We then analyzed responders from a window of opportunity study that included mRNA data pre- and post-2-week AI treatment on 121 patients from the PeriOperative Endocrine-Therapy for Individualized Care (POETIC) trial [73]. Using data from the public repository (GSE105777), we determined ROR scores for the pre- and post-treatment samples. Similar to the PRESTO study, we categorized 89 (74%) as responders who showed a decrease in ROR, whereas 32 (26%) were non-responders who showed no decrease or an increase in ROR after treatment. The non-responders showed no change in the expression of the DREAM genes and clustered with the PRESTO non-responders (Figure 4). In contrast, the AI responders had a decrease in expression of DREAM genes that clustered with the DHT-treated PDX GAR15-13 and the estrogen responders in the PRESTO trial (Figure 4), supporting the hypothesis that unopposed androgen after AI and estrogen in the PRESTO trial can activate the DREAM anti-proliferative pathway. 

This could also explain the reduction in breast cancer incidence in post-menopausal women at high risk for breast cancer given AIs [74,75,76]. The removal of estrogen resulting in an unopposed endogenous androgen milieu could decrease the ER+PR+ Luminal A breast cancers in much the same way as the five years of the late menopause transition (Clemmesen’s Hook). 

By selectively degrading ER, ICI 182,780 could similarly unmask an androgen-derived anti-proliferative effect. In addition, ICI 182,780 may have some non-overlapping effects with AI [77]. Fulvestrant, particularly the 500 mg dose, may have superior activity in ER+PR+ tumors [78] and has been shown to prolong overall survival when added to Anastrazole in post-menopausal hormone-receptor-positive metastatic breast cancer patients [79]. Early work by Carroll et al. [80] found that ICI 182,780 directly induced quiescence in MCF-7 cells by reducing cyclin D1 mRNA. The effective increase in “free” p21 resulted in a switch to p21-cyclin E-Cdk4 complexes and an increase in quiescent cells. Thus ICI 182,780 could activate DREAM through both the diminution of an estrogen influence with unmasking of an androgen anti-proliferative effect as well as by directly inducing a cyclin E/p21-mediated quiescence. 

Accordingly, we compared the change in the expression of DREAM genes in patients treated pre-operatively with 500 mg of Fulvestrant in the Neo-adjuvant Endocrine therapy for Women with Estrogen-Sensitive Tumors (NEWEST) trial [77]. As with the PRESTO and POETIC data, we calculated ROR scores and divided the patients into seven (70%) responders (post-treatment decrease in ROR) and three (30%) non-responders (no change or increase in ROR score post-treatment). Again, the Fulvestrant-treated responders clustered with the in vitro single-hormone responses to androgen (e.g., DHT-treated PDX lines HCI-005 and GAR15-13), and estrogen in high-ER-expressing cells (ER10), as well as the responders to estrogen in the PRESTO trial and AI responders from the POETIC trial, supporting a common pathway for the anti-proliferative response to hormone therapy. Notably, although there was comparable downregulation of assessable DREAM genes in both the AI (217/227, 95.6%) and ICI 182,780 (185/195, 94.9%)-treated responders, the NEWEST responders showed more effective downregulation of these genes (Figure 4). 

**Figure 4:**
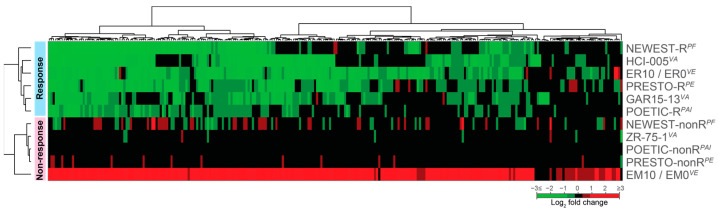
Heat map of gene expression changes in the 268 DREAM genes [37]. There is activation of the DREAM pathway with the downregulation (green) of DREAM-regulated genes with single-hormone administration in vitro of DHT in ER+ PDX HCI-005 and GAR15-13 [65] or estrogens (ER10, ER-transfected MCF-7 cells [21]), as well as ER+ breast cancers in post-menopausal patients who respond with a post-treatment decrease in ROR to estrogen (PRESTO-R [27]), aromatase inhibitors (POETIC-R [73]) or ICI 182,780 (NEWEST-R [77]). Patients who have not responded with a decrease in ROR score to either ICI 182,780 (NEWEST non-R [77]), aromatase inhibitors (POETIC non-R [73]) or estrogen (PRESTO non-R [27]) show minimal change in these genes. Even though the ZR-75-1 cell line expresses the AR and is growth-inhibited by DHT, there are no changes in DREAM genes with DHT [65]. In contrast, estrogen treatments of mock-transfected MCF-7 cells (EM10 [21]) show the upregulation of virtually all the DREAM genes. *V*—in vitro, *A*—treated with DHT (dihydrotestosterone), E—treated with estrogen, *P*—post-menopausal ER+ breast cancer patients, *F*—treated with Fulvestrant (ICI 182,780), *AI*—treated with aromatase inhibitors.

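E2 raised every DREAM target gene examined in mock-transfected cells, 81 of 81 in the G1/S list and 103 of 103 in the G2/M list. *DSCC1*, which loads the sliding clamp onto DNA, rose 4.12-fold, from 17.2 ± 1.06 CPM (SD, n = 4) in EM0 to 70.8 ± 2.70 CPM (n = 4) in EM10. *FOXM1* rose 2.65-fold, from 52.3 ± 13.2 to 138 ± 21.9 CPM, and *MYBL2* went from 89.3 ± 17.9 to 299 ± 44.9 CPM. The median log2 fold change was 1.28 for the G1/S list and 1.37 for the G2/M list. The log2 fold change was 2.04 for *DSCC1* (standard error 0.075, adjusted p = 1.38e-11 from edgeR's quasi-likelihood test), 1.40 for *FOXM1* (standard error 0.18, adjusted p = 7.93e-06) and 1.74 for *MYBL2* (standard error 0.17, adjusted p = 3.2e-07), with all 4 EM10 cultures above all 4 EM0 cultures for *FOXM1* and *MYBL2* (two-sided exact permutation test, p = 0.0286 for each, and p = 0.125 for each, which 4 pairs cannot go below, when paired by replicate number). Among the other G1/S genes, *MCM10*, a replication initiation factor, rose from 19.0 to 64.1 CPM (log2 fold change of 1.76, adjusted p = 3.44e-10), and the helicase gene *BLM* rose from 17.3 to 51.9 CPM (1.59, adjusted p = 1.04e-09). Among the G2/M genes, the mitotic kinase gene *PBK* rose from 14.6 to 55.8 CPM (1.93, adjusted p = 4.18e-09), the centromere protein gene *CENPN* rose from 65.3 to 162 CPM (1.31, adjusted p = 2.31e-09) and the kinase gene *MELK* rose from 24.3 to 74.0 CPM (1.61, adjusted p = 2.19e-09). The counts were 81 and 103 when adjusted over the list alone. The list test gave adjusted p = 2.99e-88 for G1/S and 1.39e-58 for G2/M from camera, and adjusted p = 0.00813 and 0.0771 with an estimated correlation between genes, so that the second no longer passed. The S and G2/M marker lists of Seurat gave 42 of 42 and 54 of 54 higher (42 and 54 when adjusted over the list alone, camera adjusted p = 8.32e-60 and 3.24e-33, and adjusted p = 0.00813 and 0.0865 with an estimated correlation). The difference between the lines was −3.42 for *FOXM1* (adjusted p = 4.5e-09) and −3.28 for *MYBL2* (adjusted p = 2.4e-09). Of the 12 DREAM and MuvB component genes, 6 rose, 3 fell and 3 were not called in EM (6 and 3 when adjusted over the list alone, camera adjusted p = 0.14). *LIN9*, a scaffold subunit of MuvB, rose (log2 fold change of 0.90, adjusted p = 3.24e-07) and *RBL2*, which encodes the pocket protein p130, fell (−0.77, adjusted p = 3.5e-07). With high ER *LIN9* fell by 0.85 (adjusted p = 1.56e-07) and *RBL2* by 0.74 (adjusted p = 1.35e-07) on the log2 scale. The response of these components was lower in the ER line than in the EM line for 7, higher for 1 and not called for 4 (7 and 1 when adjusted over the list alone, camera adjusted p = 0.0175, and adjusted p = 0.203 with an estimated correlation).

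**Figure D4:**
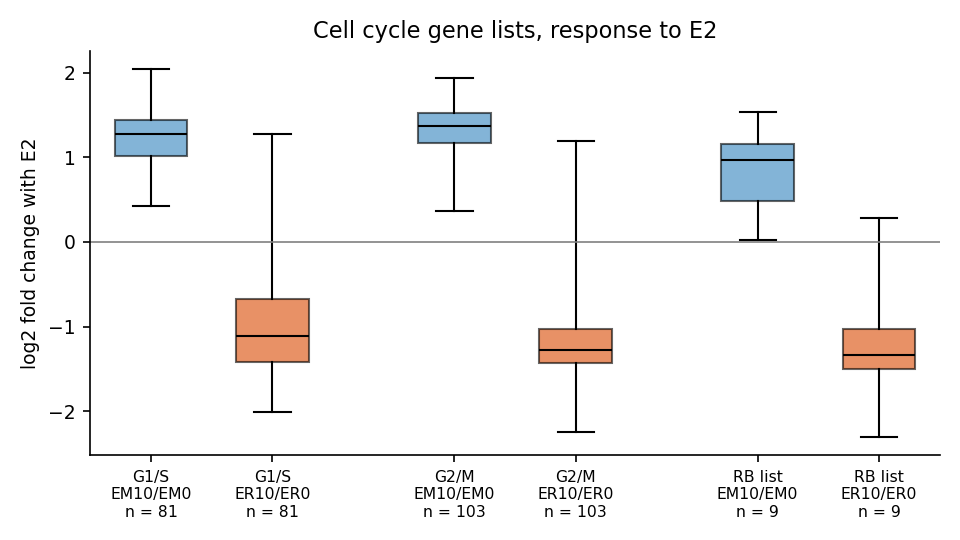
Log2 fold change with E2 of the genes of each list in the EM line (EM10 against EM0) and in the ER line (ER10 against ER0), with the list of RB-repressed genes of Appendix A beside the G1/S and G2/M lists. Boxes span the middle quartiles, the line is the median, and whiskers run from the lowest to the highest gene. The EM boxes lie above 0 and the ER boxes below it.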

As to how estrogen treatment in the androgen-rich milieu of post-menopause activates the DREAM pathway, there is in vitro evidence ([72] (p. 7778) and [59] (p. 1852)) that higher levels of estrogen can overcome or reverse a concomitant androgenic signal. This may be analogous to DREAM activation by supra-physiological levels of androgens in a prostate cancer model [41]. This primacy of estrogen stimulation would explain the role of added (supra-physiological) estrogen in situations such as the PRESTO trial, the WHI estrogen-only arm and the relief of estrogen insufficiency symptoms during early peri-menopause when there are endogenous levels of both estrogen and androgen present. 

We also investigated the contribution of the RB-E2F pathway in these data using Principal Component Analysis (see Figure 5). The gene changes within the DREAM pathway account for the majority of variability (PC1 = 75.7%), with a comfortable separation of responders from non-responders. Conversely, even though the 415 genes in the RB-E2F pathway accounted for 39.8% variability in PC1, they grouped responders and non-responders together, with MCF-7 high-ER- and low-ER-expressing transfectants flanking this group (see Figure 5). This suggests that the estrogen response differences based on the level of ER in the luminal B MCF-7 cells are associated with greater use of the RB-E2F pathway than seen in previously untreated (presumably Luminal A) patient samples. 

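Most of the genes that Appendix A names as repressed by RB and not by DREAM rose with E2 in cells with low ER and fell in cells with high ER. *PRIM1*, which encodes the catalytic subunit of DNA primase, went from 12.9 ± 1.99 CPM (SD, n = 4) in EM0 to 37.4 ± 1.81 CPM in EM10, and from 22.9 ± 1.87 CPM in ER0 to 9.07 ± 0.214 CPM in ER10. *CCNE2*, which encodes cyclin E2, an activator of CDK2, went from 49.2 to 109.6 CPM in the EM line and from 71.8 to 35.3 CPM in the ER line. Of the 10 genes named, 9 had enough counts to be tested. In the EM line 7 rose, none fell and 2 were not called (7 when adjusted over the list alone, median log2 fold change of 0.97, adjusted p = 4.69e-06 from camera, and adjusted p = 0.0691 with an estimated correlation between genes). The 2 were *SESTD1* and *PEG10*. In the ER line 8 fell, none rose and *PEG10* was not called (8 when adjusted over the list alone, median of −1.34, camera adjusted p = 0.000673, and adjusted p = 0.318 with an estimated correlation). The log2 fold change of *PRIM1* was 1.53 in EM (standard error 0.092, adjusted p = 2.19e-09 from edgeR's quasi-likelihood test) and −1.34 in ER (standard error 0.094, adjusted p = 1.03e-09). That of *CCNE2* was 1.16 in EM (adjusted p = 1.65e-08) and −1.02 in ER (adjusted p = 1.05e-08), and *CDKN2C*, which encodes the CDK inhibitor p18, had 1.11 (adjusted p = 2.46e-05) and −1.31 (adjusted p = 1.47e-06). *SESTD1* fell from 52.3 to 10.6 CPM in the ER line (−2.30, adjusted p = 4.87e-12). The response was lower in the ER line than in the EM line for 8 of the 9 and not called for *PEG10* (8 when adjusted over the list alone, median difference of −2.33, camera adjusted p = 6.79e-07, and adjusted p = 0.0753 with an estimated correlation), with differences of −2.87 for *PRIM1* (adjusted p = 1.02e-11) and −2.18 for *CCNE2* (adjusted p = 9.39e-11). *CCNE2* lies on chromosome 8 from 94879770 to 94896678 on the minus strand (GRCh38, GENCODE release 29). These 9 genes are not the larger set of RB-E2F genes that the paper also counts, and they cover a small part of that pathway.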

Finally, the use of the DREAM pathway by current endocrine therapies would explain the clinical synergy between cyclin-dependent kinases inhibitors (CDKis) and hormone therapy [81] because of their convergence at the G1-S transition. The third-generation CDKis, palbociclib, ribociclib and abemaciclib, and p21 both function to block/inhibit the function of cyclin D-CDK4/6. This heightened inhibition of kinase function would prevent phosphorylation of the retinoblastoma family proteins (RBL1 (p107) and RBL2 (p130)) and the subsequent dissociation and activity of the E2F transcription factor. Thus, both therapeutics would accentuate DREAM-complex formation and quiescence (see Figure 6a). In a recent real world analysis, the synergy between AI and palbociclib was particularly marked in Luminal A (low-grade, PR-positive) breast cancers [82].

## 4. Conclusions

We propose that Luminal A breast cancers with higher levels of ER respond to single-hormone stimulation by estrogens, androgens or progesterone by activating the DREAM complex, inhibiting the expression of cell cycle genes and inducing quiescence (Figure 6a). Furthermore, when a physiological level of estrogen is combined with progesterone (e.g., combined HRT) or an androgen (e.g., estrogen plus Adiol in the early menopausal transition), the combination of those hormones would result in replacement of the DREAM complex by pro-proliferative MuvB-FOXM1 and MuvB-MYBL2 complexes (Figure 6b), leading to an increase in ER+ breast cancer. Thus, in this schema, each of these three hormones can be considered as pro- or anti-proliferative, depending on the presence or absence of the other hormones. Finally, we suggest that the effect of anti-estrogens is to reduce the hormonal stimulation to a single hormone through the removal of estrogen (AI and ICI 182,780) and/or the direct initiation of DREAM complexes (ICI 182,780). 

## 5. Future Directions

This review is primarily hypothesis-generating, and there is considerable work needed to prove the involvement of the DREAM pathway in hormone therapy of post-menopausal ER+ breast cancer. However, DREAM is only one possible mechanism among others to explain endocrine therapy response. Ideally, this review illustrates that the way forward can and should include a unified theory of hormone response in Luminal A cancers that encompasses all endocrine therapies, including estrogen, within the complex post-menopausal hormonal environment. 

## Figures and Tables

**Figure 1:**
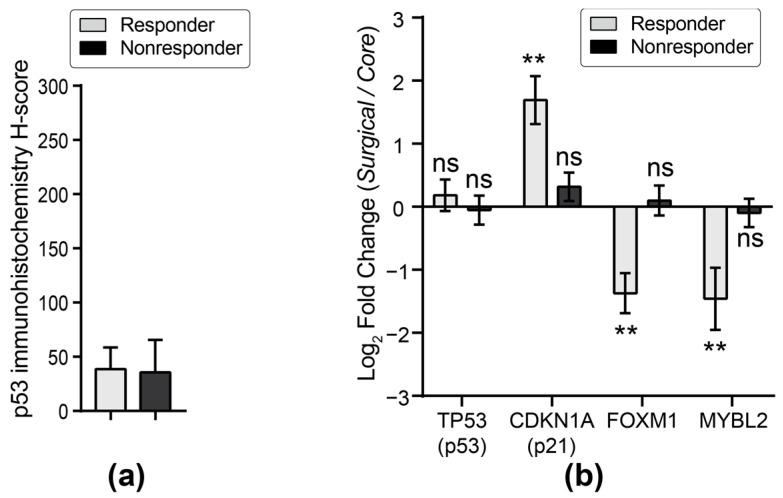
Changes in key DREAM mediators. (**a**) p53 protein expression (DO-7antibody) in the surgical specimens of responders and non-responders is similar (*p* = ns, *t*-test). (**b**) Log2 fold change (surgical over core samples) in mRNA of responders or non-responders for *TP53* (p53), *CDKN1A* (p21), *FOXM1* and *MYBL2* after estradiol. ** *p* < 0.01, ns—not significant. Reprinted from Figure 5A,B, [27] p. 6. Creative Commons License.

**Figure 2:**
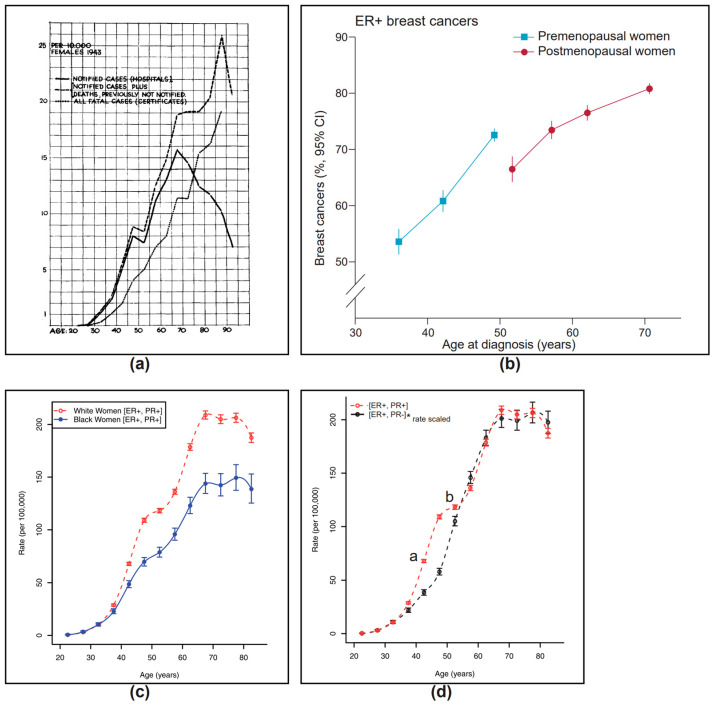
Epidemiology of breast cancer. (**a**) Hospital cases of cancer mammae according to age when first seen in hospital from the Danish Cancer Registry 1942–1944. Reprinted [38] (Figure 2) License Order Number: 5775001136853 from the Oxford University Press and the Copyright Clearance Center. (**b**) Breast cancer by tumor characteristics and by women’s age and menopausal status, estrogen receptor-positive. Reprinted [39] (Figure 6), under Creative Commons License CC BY. Modified by cropping. (**c**) Age-specific incidence rates by breast cancer phenotype in black and white women. Reprinted [40] (p. 5, Figure 3A) under Creative Commons Attribution License. Modified by cropping. (**d**) Comparison of age-specific incidence rates for ER+PR+ and ER+PR- breast cancers in white women. ER+PR+ breast cancers show an earlier rise than ER+PR- cancers during the early menopausal transition (indicated by “a”) and then level off (indicated by “b”) in the late menopausal transition before resuming the steady linear increase with age exhibited by the ER+PR- breast cancers. Reprinted [40] (Figure 3A,B) under Creative Commons Attribution License. Modified by *rate-scaling the ER+PR- curve so that the y-axis maximums are the same for both ER+PR+ and ER+PR- curves, cropping and superimposition of [40] (Figure 3A,B).

**Figure 3:**
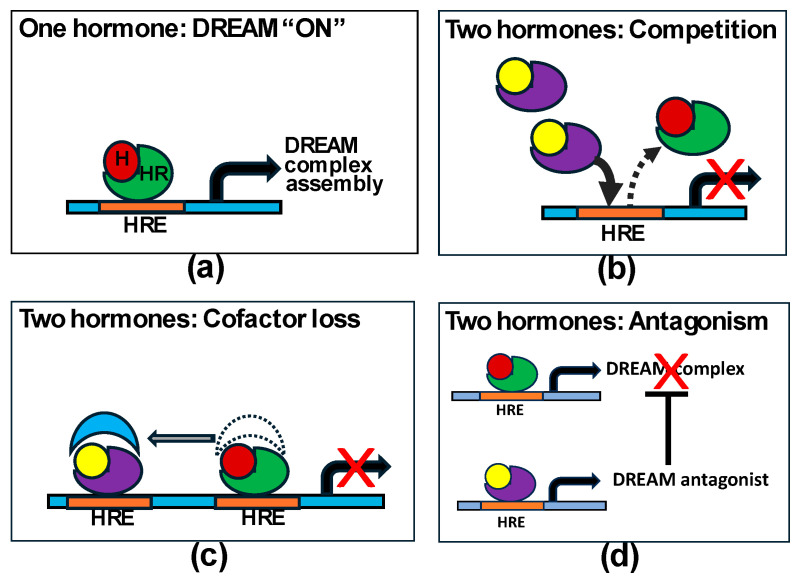
(**a**) Schematic showing one hormone (H) and its receptor (HR) binding to its hormone response element (HRE) activating the DREAM pathway. (**b**–**d**) show possible mechanisms by which two hormones could prevent DREAM activation (modified from Hickey et al. [65]).

**Figure 5:**
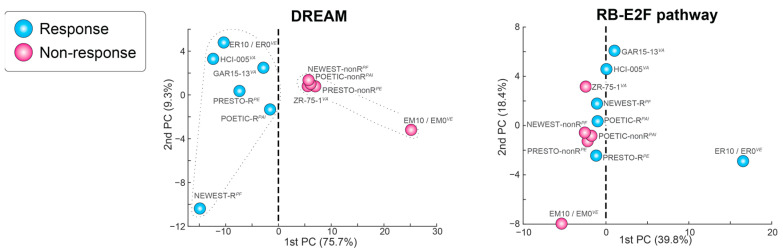
Principal Component Analysis showing the separation between responders and non-responders for the DREAM and the RB-E2F pathways.

**Figure 6:**
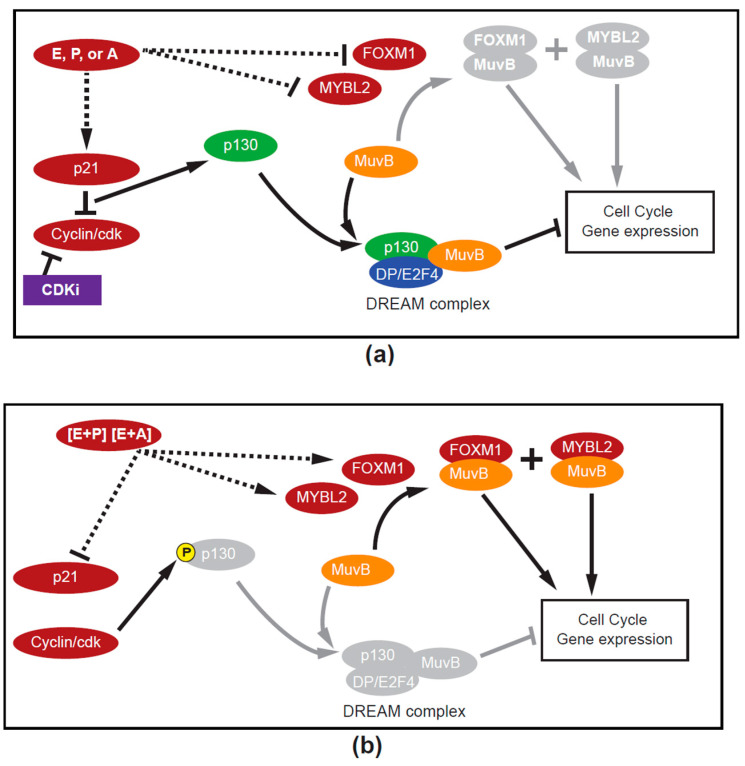
(**a**) DREAM “ON”. A hypothetical model proposing that single-hormone stimulation, either estrogen (E), progesterone (P) or androgens (A), is associated with increases in p21. The increase in p21 and its inhibition of cyclin-dependent kinase activity will lead to hypophosphorylation of the retinoblastoma family proteins, allowing them to preferentially compete for the LIN52 member of MuvB core proteins. The resulting stable DREAM repressor complex binds to the CHR element of cell cycle genes through another MuvB core protein (LIN54) and E2F binding sites via E2F4/5-DP to suppress cell cycle genes, causing reversible cell cycle arrest (quiescence) and suppression of the MuvB target genes FOXM1 and MYBL2/B-MYB. Formation of the DREAM complex would be facilitated by cyclin-dependent kinase inhibitor (CDKi) therapy. (**b**) DREAM “OFF”. A hypothetical model proposing that dual hormone stimulation (e.g., estrogen plus progesterone or estrogen plus an androgen) could (dashed line) inhibit p21 (see Figure 3). The inhibition of p21 would allow cyclin-dependent kinases to phosphorylate the retinoblastoma-like protein p130 releasing the E2F transcription factor, which would increase the pro-proliferative MuvB co-factor MYBL2. This would competitively bind the MuvB core proteins, removing them from the dimerization partner (DP/E2F4, p130) complex and activating the same cell cycle genes and increasing both FOXM1 and MYBL2/B-MYB, resulting in proliferation. Both figures reprinted and modified from [25] (p. 6, Figure 5C). Creative Commons License. Modified by shading and substitution of hormone combinations instead of estrogen as the initiating stimulus for influencing cell cycle gene expression.

**Figure A1:**
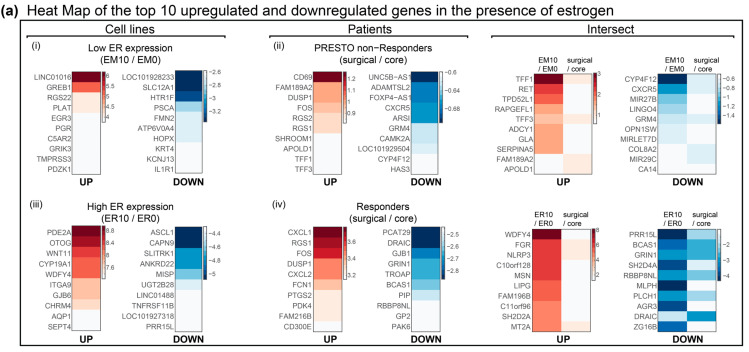

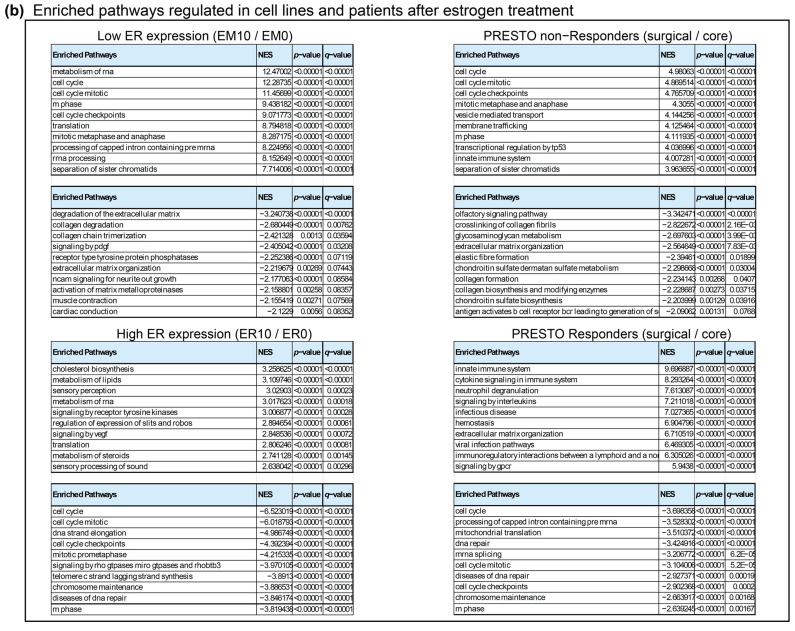
(**a**) Heatmaps highlighting top 10 upregulated, downregulated and intersect genes (common to both pairs) upon estrogen treatment in patients and cell lines. Color bars indicate log2 fold change. (**b**) Tables of top 10 enriched pathways (Reactome gene set, scored using Gene Set Enrichment Analysis) regulated in cell lines and patients after estrogen treatment. For each pathway, the *p*-value, false discovery rate q-value and the normalized enrichment scores (positive and negative) are indicated.

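Among called genes with a mean of at least 1 CPM in either group and no overlap between E2 and vehicle cultures, the 10 that rose most and the 10 that fell most had no member in common between the lines. Lists this short would seldom share a gene by chance, so that this does not show the strongest responses to be particular to a line. In cells with low ER, *LINC01016*, a long noncoding RNA, rose from 0.0765 to 12.0 CPM (means, n = 4 each) and *PLAT*, which encodes tissue plasminogen activator, from 0.131 to 7.54 CPM, while *IL1R1*, an interleukin receptor gene, fell from 59.4 ± 10.5 to 9.17 ± 1.21 CPM. In cells with high ER, *CYP19A1*, which encodes aromatase, the enzyme that makes estrogens, rose from 1.12 ± 0.904 to 538 ± 97.2 CPM, and *MLPH*, which encodes melanophilin and is typical of luminal cells, fell from 412 ± 44.8 to 20.5 ± 9.09 CPM. *WNT11*, a secreted Wnt ligand, and *ASCL1*, a neuroendocrine transcription factor, went in opposite directions in the lines. *WNT11* had few counts in the EM line, 26 to 56 per library in EM0 and 3 to 14 in EM10. In the EM line the log2 fold change was 7.24 for *LINC01016* (standard error 0.27, adjusted p = 1.38e-11 from edgeR's quasi-likelihood test), 5.83 for *PLAT* (adjusted p = 7.08e-08) and 4.17 for the transcription factor gene *EGR3* (adjusted p = 3.53e-09), and on the way down −4.67 for *LOC101928233* (adjusted p = 3.98e-07), −3.83 for *HTR1F*, a serotonin receptor gene (adjusted p = 1.42e-07), and −2.70 for *IL1R1* (adjusted p = 1.32e-09). In the ER line it was 9.13 for *OTOG* (0.0693 CPM in ER0 and 38.3 CPM in ER10, adjusted p = 2.87e-14), 9.11 for the phosphodiesterase gene *PDE2A* (0.394 and 217 CPM, adjusted p = 1.01e-14) and 8.99 for *CYP19A1* (standard error 0.41, adjusted p = 3.41e-12). The largest falls among these genes included *ASCL1* (17.6 and 0.472 CPM, log2 fold change of −5.19, adjusted p = 2.89e-11), the calpain gene *CAPN9* (42.3 and 1.24 CPM, −5.08, adjusted p = 4.8e-12), and *MISP*, a spindle positioning gene (71.2 and 2.77 CPM, −4.67, adjusted p = 3.15e-13). *MLPH*, which is not among the 10 largest falls, had −4.32 (adjusted p = 3.3e-11). *WNT11* fell by 2.14 on the log2 scale in EM (adjusted p = 0.000122) and rose by 8.52 in ER (adjusted p = 1.29e-14), a difference of 10.66 (standard error 0.43, adjusted p = 2.43e-12), and *ASCL1* rose by 2.01 in EM (adjusted p = 5.91e-07), a difference of −7.20 (adjusted p = 1.69e-11). *CYP19A1* lies on chromosome 15 from 51208057 to 51338610 on the minus strand (GRCh38, GENCODE release 29). Every gene of the top 10 panels of the cell lines in Figure A1a, 10 for each line and direction, passed the test in the panel's direction, with log2 fold changes from 3.95 to 7.24 and from −2.70 to −4.67 in the EM line and from 7.27 to 9.13 and from −4.36 to −7.08 in the ER line. Of these, 7 and 9 in EM and 5 and 6 in ER were also among the 10 largest rises and falls found here by that rule, which leaves out genes with lower counts. All 10 genes of each panel shared with patients passed in the panel's direction, except in the panel of shared falls in the EM line, where 5 of the 6 with enough counts passed. The panels were drawn from these same cultures, so that they are not independent evidence of direction.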

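E2 raised genes of ribosome biogenesis in cells with low ER, and genes of cholesterol synthesis in both lines. *NOP56*, a nucleolar protein of ribosomal RNA processing, went from 97.2 to 188.2 CPM (means, n = 4 each) in the EM line. *DHCR24*, the enzyme of a late step of cholesterol synthesis, rose from 986.6 ± 46.7 CPM (SD, n = 4) in ER0 to 2916 ± 79.6 CPM (n = 4) in ER10. Genes of the extracellular matrix went both ways in both lines, with *MMP15*, a membrane metalloproteinase, at 41.3 CPM in ER0 and 947.1 CPM in ER10. Of 45 ribosome biogenesis genes tested, 44 rose in the EM line, none fell and 1 was not called, *NOP10*, named after its value was seen (44 when adjusted over the list alone, median log2 fold change of 0.61, adjusted p = 7.18e-26 from camera). *NOP56* had a log2 fold change of 0.95 (standard error 0.056, adjusted p = 1.98e-09 from edgeR's quasi-likelihood test) and the helicase gene *DDX21* of 0.98 (adjusted p = 2.31e-09). With high ER 13 rose, 13 fell and 19 were not called (13 and 12 when adjusted over the list alone, camera adjusted p = 0.963), and 6 rose and 25 fell with library size as the only scaling. *NOP56* fell there by 0.79 on the log2 scale (adjusted p = 1.06e-09). The response was lower in the ER line than in the EM line for 35 of the 45, higher for 3 and not called for 7 (37 and 3 when adjusted over the list alone, camera adjusted p = 1.36e-05, and adjusted p = 0.225 with an estimated correlation between genes). Of 24 cholesterol genes tested, 22 rose in the ER line, none fell and 2 were not called (22 when adjusted over the list alone, camera adjusted p = 1.26e-05, and adjusted p = 0.318 with an estimated correlation). *DHCR24* had a log2 fold change of 1.56 (standard error 0.062, adjusted p = 6.66e-13), *DHCR7*, which makes cholesterol from 7-dehydrocholesterol, of 1.66 (adjusted p = 4.37e-12), and the sterol transporter gene *STARD4* of 1.98 (39.0 and 154.2 CPM, adjusted p = 1.12e-10). In the EM line 18 rose, 2 fell and 4 were not called (18 and 2 when adjusted over the list alone, camera adjusted p = 1.23e-06, and adjusted p = 0.117 with an estimated correlation), with *DHCR7* at 0.68 (adjusted p = 1.42e-06) and *DHCR24* at −0.27 (adjusted p = 0.00163). The difference between the lines was 1.83 for *DHCR24* (adjusted p = 1.41e-11), and over the list 13 were higher in ER, 3 lower and 8 not called (13 and 3 when adjusted over the list alone, camera adjusted p = 0.113). With library size as the only scaling, 8 were higher and 4 lower. *DHCR7* lies on chromosome 11 from 71428193 to 71452868 on the minus strand (GRCh38, GENCODE release 29). Of 47 extracellular matrix genes tested, 10 rose, 17 fell and 20 were not called in the EM line (10 and 19 when adjusted over the list alone, camera adjusted p = 0.397), and 10 rose and 26 fell with the replicate number as a block. In the ER line 14 rose, 14 fell and 19 were not called (13 and 14 when adjusted over the list alone, camera adjusted p = 0.755), and 12 rose and 18 fell with library size as the only scaling. *FN1*, which encodes fibronectin, rose by 1.31 on the log2 scale in EM (adjusted p = 1.08e-06) and fell by 2.11 in ER (adjusted p = 9.99e-10), and the laminin gene *LAMB2* went from −0.67 in EM (adjusted p = 2.21e-06) to 1.21 in ER (adjusted p = 2.92e-10). With high ER *MMP15* had a log2 fold change of 4.52 (adjusted p = 1.04e-14) and *TIMP2*, an inhibitor of metalloproteinases, of 2.19 (150.5 and 684.9 CPM, adjusted p = 9.12e-15), and in the EM line the laminin gene *LAMA3* rose by 1.86 (adjusted p = 1.39e-06).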

## Data Availability

Data associated with this study have been deposited at the NCBI Gene Expression Omnibus (GEO) database under the accession numbers GSE139688, GSE17705, GSE2990, GSE2034, GSE105777 and GSE268001 and the ArrayExpress database under E-MTAB-887.

## Appendix A

Log_2_fold change in mRNA of ten RB target genes after estrogen treatment *.										

PRESTO Group	CCNE2	RIBC2	PEG10	PRIM1	CDKN2C	NRM	SESTD1	SLC1A4	HIRIP3	LRRCC1
Non-Responders	0.0485	−0.0073	0.2826	0.2401	0.0778	−0.0744	−0.1907	0.0925	−0.0721	0.1740
Responders	−1.1384	−1.4648	−0.5749	−0.0495	0.0671	−0.0601	−0.3463	−0.0002	−0.4182	−0.4683
* None of the fold changes shown had a significant Padj value.

How the deposited data were processed for this re-analysis (not part of the article)

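RNA was measured in 16 cultures of MCF-7 breast cancer cells, 4 in each of 4 groups: a mock-transfected line (EM, low ER) and a line with a doxycycline-inducible *ESR1* gene (ER, high ER), each given ethanol (EM0, ER0) or 10 nM E2 (EM10, ER10) for 24 h. The patient samples and the other models of the paper have no data here and were left out.

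The authors sequenced poly(A) RNA from stranded libraries, aligned the reads to hg38 with STAR and counted them with featureCounts, and the deposited values are raw counts per gene symbol, not scaled for depth. The versions of those tools, the annotation, the strand setting and the handling of reads that map to several places were not given in the sources used, so that genes that overlap on opposite strands or share sequence with a near copy are uncertain. The table holds 26485 gene symbols, of which 3541 have no count in any library, and no mitochondrially encoded gene or unassigned reads. Library totals ran from 39261899 to 58162063, with a median of 48657626. Positions are those of GENCODE release 29 on GRCh38, matched by symbol, and are not the authors' annotation.

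From the counts, the comparisons were made in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults (minimum count 10, minimum total 15, proportion 0.7) and the 4 groups, which left 16142. Libraries were scaled by TMM, a quasi-likelihood model with 4 group means was fitted to all 16 libraries, and F tests were made for E2 in the EM line (EM10 against EM0), E2 in the ER line (ER10 against ER0), the difference between those responses, and *ESR1* transfection without E2 (ER0 against EM0). All groups share the estimate of the spread, because 4 cultures per group give little on their own; the common biological coefficient of variation was 0.117. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of F. CPM use TMM library sizes and carry no pseudocount. For *ESR1*, *CDKN1A*, *TP53*, *FOXM1*, *MYBL2* and *MKI67*, CPM of the groups compared were also set against each other by a two-sided exact permutation test over 70 assignments, and over 16 when exchanged only within a replicate number, a test added after the results were seen. Principal components of log2 CPM placed 69.6%, 12.6% and 7.61% of the variance on the first 3.

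Lists of genes were written from general knowledge and from the paper's Appendix A: G1/S and G2/M targets of E2F and DREAM, DREAM and MuvB components, RB-repressed genes, CDK inhibitors, p53 targets, ER targets, steroid receptors, apoptosis, unfolded protein response, cholesterol, ribosome biogenesis, extracellular matrix, cytokines, luminal identity, basal and mesenchymal genes, other cell types, interferon response, stress response, mitochondrial transcripts (absent from the table) and the S and G2/M markers distributed with Seurat, 22 lists of which 21 could be tested. Each was tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, with an estimated correlation, and with fry; camera p were adjusted over the lists within a comparison. The paper's own lists of DREAM and RB-E2F genes were not used, because the sources here do not list them. Genes named by Figure A1a were read from its picture, and only their values and tallies are given. The lists, the other tests of genes and lists, the alternatives and the rule for named genes were set before the data were examined, and tests of explanations that were chosen later are named as such where they are given.

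The rule named, for E2 in each line, the 10 largest rises and the 10 largest falls in log2 fold change among called genes with a mean of at least 1 CPM in either group and all 4 E2 cultures above, or below, all 4 vehicle cultures. For the difference between the responses it named the 10 genes with the smallest adjusted p among those called in both lines with opposite signs, for transfection the 5 largest rises and 5 largest falls, in each list and comparison up to 4 members with the smallest adjusted p, and every gene that the paper's text, Figure A1a or Appendix A names, whose directions in the figure had been seen. Not every gene so named is printed.

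The replicate numbers in the labels may pair the cultures, and the sources do not say what a number shares. Deviations from the group means of cultures with the same number had correlations of 0.556, 0.471, 0.481 and 0.407 between EM0 and EM10 (at most 0.185 for other numbers) and of 0.434, 0.181, 0.182 and 0.307 between EM0 and ER0 (at most 0.108), all above the 0.1 taken as paired. The fit with the replicate number as a block was run as an alternative. The other alternatives were DESeq2 1.42.0, RLE scaling, library size as the only scaling, no filter on low counts, at least 10 counts in each library, only the libraries of the comparison, a 2-fold threshold, unadjusted p, the Seurat lists, an estimated correlation, fry, and leaving out each culture in turn.

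The procedure was tested on simulated counts with 200 genes changed, drawn from the means and library sizes of these data. For E2 in EM, over 15876 genes in the fit, it recovered 7 of 50 genes changed 1.25-fold (14%), 35 of 50 at 1.5-fold (70%), 41 of 50 at 2-fold (82%) and 48 of 50 at 4-fold (96%), with 137 genes called, 6 of them unchanged. In the comparison of ER10 with ER0, where nothing was changed, no gene was called. Counts were drawn independently for each culture, from the same means in all groups apart from the changed genes in EM10. The self-test thus does not cover scaling where many genes change, or pairing by replicate number. Cultures of a group differed by more than counting noise, with a chi-square per gene from 5.81 to 64.2 between pairs, and none duplicated another.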

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

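Of the tests below, those of the scaling of the libraries, of the splits of the G1/S and G2/M lists for the difference and for transfection, and of the splits that part all 4 replicate numbers were chosen after the results were seen. In 3 of 44 groups of 4 cultures examined, 1 culture stood far from the others, where chance gives about 1 in 20: the TMM factor of EM10 replicate 1 was 1.07 (1.02 to 1.03 in the others of its group), *CDKN1A* was at 596.3 CPM in ER10 replicate 3 (544.7 to 549.7 in the others), and *MYBL2* was at 232 CPM in EM10 replicate 1 (313.7 to 326.6 in the others).

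The response to E2 differed between the lines by a test of the difference itself for 10514 genes, among them 80 of 81 G1/S genes, 102 of 103 G2/M genes and 30 of 35 ER target genes. The difference was 1.94 on the log2 scale for *CDKN1A* and −4.44 for *XBP1*. For E2 in ER, the highest count of called genes over other splits of the same libraries was 9 (real 11336, 1 of 35 splits as large). That excludes chance only if the replicate numbers do not pair ER0 with ER10, which was neither shown nor excluded. If they do, only 8 splits part all 4 numbers, and the share cannot go below 0.125. For the difference, the highest count was 8338 (real 10514, 1 of 100 drawn). Those splits exchange E2 and ethanol within each line. They test for no effect of E2 in either line and cannot exclude chance for a difference between the responses. The highest count was 1127 for E2 in EM (real 7945, 1 of 35) and 0 for transfection (real 8586, 1 of 35). In these 2 comparisons the replicate numbers pair the cultures, and only 8 splits of each part all 4 numbers. These are too few for a share under 0.05 (at least 0.125), and the other 7 call 0 genes. The split of EM with 1127 has 2 libraries out of place and does not part all 4 numbers. Of the splits drawn for the difference, 25 part all 4 numbers of the EM line, and the highest of the other 24 called 1555 genes. The highest count of list members called in one direction was 7 for G1/S and 13 for G2/M in EM (real 81 and 103, 1 of 35 splits each) and 0 for both in ER (real 77 and 94, 1 of 35 splits each). It was 0 for both for transfection (real 77 and 100, 1 of 35 splits each), and 72 and 92 for the difference (real 80 and 102, 1 of 100 splits each). Those came from the split with 8338 genes, which is the real split with the labels of E2 and ethanol exchanged throughout and 2 libraries out of place; the next, with 7792 genes and 37 and 34 members, has 4 out of place, and 94 of the 100 splits call no gene.

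The paper does not compare ER0 with EM0. There, 8586 genes differed, 4375 higher and 4211 lower in ER0, and with library size as the only scaling 3230 were higher and 5625 lower. Of 35 ER target genes, 31 were higher in ER0, 3 lower and 1 not called (31 and 3 when adjusted over the list alone, median log2 fold change of 1.99, camera adjusted p = 4.23e-24, and adjusted p = 0.0896 with an estimated correlation). Of 81 G1/S genes, 77 were higher and 4 not called (78 when adjusted over the list alone, camera adjusted p = 6.93e-19, and adjusted p = 0.234 with an estimated correlation), and of 103 G2/M genes, 100 were higher and 3 not called (100 when adjusted over the list alone, camera adjusted p = 3.88e-16, and adjusted p = 0.399 with an estimated correlation). Genes near 0 in EM0 were also among them: the salivary cystatin gene *CST1* had 4 counts in the 4 EM0 libraries and 40437 in the 4 ER0 libraries (204 CPM), and *CST4* had none and 5069 (25.7 CPM). These paralogs are similar in sequence, and whether reads were shared between them was not tested.

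ER target and cell cycle genes were thus higher in ER0 than in EM0, with no E2 added. The choice between TMM and library size is excluded as the whole cause. With library size alone, 31 of 35 ER targets were still higher (3 lower), as were 74 of 81 G1/S genes (1 lower) and 94 of 103 G2/M genes (0 lower). That choice moved the median gene by only −0.11 on the log2 scale. Both scalings are relative, so that a change in total RNA cannot be seen with either. A change like the response to E2 was tested by the correlation, over 219 members of the G1/S, G2/M and ER target lists, between ER0 minus EM0 and EM10 minus EM0, with the EM0 libraries divided between both differences; the mean r was 0.576 over the 6 ways to divide them (0.55 to 0.619), so that these genes may be higher in ER0 in the way E2 raises them in EM. Within single lists the mean r was 0.376 for ER targets, 0.717 for G1/S and 0.410 for G2/M. Over all genes it was 0.462, so that the likeness is not particular to these lists. With EM0 shared, r over the 219 members was 0.62 and the covariance 0.245, against 0.486 and 0.0141 in simulated data with no effect. A difference between the stable lines apart from estrogen response cannot be told apart for any gene, since each line is 1 stable line. Of the genes at least 2-fold apart, 45.6% were not called for E2 in EM (1068 of 2344). Of the others, 1149 were called the same way for E2 in EM and 127 the other way. Among all genes tested, 49.2% were called for E2 in EM, so that the 45.6% does not set these genes apart.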

How the results depend on the processing

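The alternatives below were chosen before the data were examined, and the cause of a change was not tested unless one is named. Counts of called genes stayed within 1.5 times their value with each alternative apart from a 2-fold threshold, which removes calls by construction and left 1454 genes for E2 in EM, 4789 for E2 in ER, 5260 for the difference and 2344 for transfection, and 45 of the 77 lowered G1/S genes in ER. With the replicate number as a block they were 9264, 12142, 11408 and 9755, the G1/S list had 81 members higher in EM and 77 lower in ER (set tests 5.77e-86 and 8.58e-17), and the G2/M list 103 and 97 (3.34e-72 and 4.74e-15). The block added calls in these lists in ER only, changed no named gene's call and moved the extracellular matrix list in EM to 26 lower, the cytokine list in EM to 5 higher and 5 lower, the stress list in EM to 5 lower, and other cell types in EM to 2 lower. Between ER0 and ER10, cultures of the same number had correlations of 0.436, 0.149, 0.282 and 0.0981, and between EM10 and ER10 of 0.356, 0.103, 0.125 and 0.0254, so that numbers 1 to 3 were above 0.1 and number 4 was not, and for number 4 another number correlated better (0.119 and 0.248); pairing by number was neither shown nor excluded for these groups. With an estimated correlation, the set tests no longer passed for G1/S in ER (adjusted p = 0.363) and for G2/M in EM (0.0771) and ER (0.663); fry, which asks whether the genes of a list move one way and does not compare them with other genes, passed for each. The correlation of the E2 effects moved to −0.0720 with at least 10 counts in each library.

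With library size as the only scaling, 6 lists had more members lower than higher that did not with TMM: ER targets in ER had 11 higher and 15 lower, ribosome biogenesis in ER 6 and 25, extracellular matrix in ER 12 and 18, p53 targets in EM 7 and 8, apoptosis in EM 5 and 8, and cytokines in EM 1 and 4. Without a filter on low counts, ribosome biogenesis in ER had 11 higher and 12 lower, extracellular matrix in ER 13 and 14, and cytokines in ER 7 and 8. Among 139 values of named genes over 1788 alternatives, 1781 kept their direction and side of the threshold, 4 lost and 2 gained a call, and *CDKN1A* in EM ran from −0.13 to 0.028 with 1 culture left out, positive without EM0 replicate 3. Leaving out 1 culture gave 7132 to 8009 genes for E2 in EM, 10916 to 11343 in ER, 10161 to 10703 for the difference and 7827 to 8242 for transfection. It gave 81 G1/S and 103 G2/M genes higher in EM, 76 to 77 and 94 to 97 lower in ER, set tests from 2.39e-98 to 4.92e-84 and 1.45e-61 to 2.07e-55 in EM and from 8.2e-20 to 1.22e-15 and 1.51e-15 to 5.61e-12 in ER, and a correlation of E2 effects from −0.0376 to −0.00726. DESeq2 called 7750 of the 7945 genes for E2 in EM and 11096 of the 11336 in ER with the same sign. In the self-test 14% of 1.25-fold changes were found, so that small changes in genes that were not called are not excluded.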

Differences from the paper's values

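Figure A1a shows log2 fold changes as colors, and 12 of its cell line genes were read by eye against the color bar. For 5 of them the value found here differs from the reading by more than 1 standard error. No allowance was made for error in reading a color. The standard errors are 0.267 for *LINC01016*, 0.494 for *PLAT*, 0.46 for *LOC101928233*, 0.345 for *HTR1F* and 0.407 for *CYP19A1*. In the group where they are lower, the first 4 of these had from 2 to 12 counts per library. How low counts were treated for the figure was not tested. *LINC01016* with E2 in cells with low ER is about 6.2 in the paper's Figure A1a, read by eye, and 7.24 here (7.06 in the nearest of 12 alternatives). *PLAT* is about 4.4 in the paper's Figure A1a, read by eye, and 5.83 here (nearest 5.55). *LOC101928233* is about −3.4 in the paper's Figure A1a, read by eye, and −4.67 here (nearest −4.45), and *HTR1F* is about −3.2 there, read by eye, and −3.83 here (nearest −3.61). *CYP19A1* with E2 in cells with high ER is about 8.2 in the paper's Figure A1a, read by eye, and 8.99 here (nearest 8.75). For each of the 5, none of the 12 alternatives brings the value within 1 standard error of the reading. These were set before the data were examined (DESeq2, RLE scaling, library size only, the replicate block and each culture left out). The values of *GREB1*, *TFF1*, *RET*, *PDE2A*, *WNT11*, *ASCL1* and *MLPH* did not differ from the figure by more than their error, and all 5 genes above change in the direction that the figure shows.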

Other observations

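Of the tests in this part, those of RNA from other cells, of the scaling of the libraries and of the 71 genes at 1 CPM or more in EM0 were chosen after the results were seen. Genes of luminal identity mostly fell with E2 in cells with high ER. Of 20 tested, 14 fell, 4 rose and 2 were not called (14 and 4 when adjusted over the list alone, camera adjusted p = 0.000463, and adjusted p = 0.212 with an estimated correlation), and in cells with low ER 8 rose, 5 fell and 7 were not called (8 and 5 when adjusted over the list alone, camera adjusted p = 0.156). *AGR2*, a protein disulfide isomerase of secretory epithelium, fell from 380.5 to 19.6 CPM in the ER line (log2 fold change of −4.28, adjusted p = 8.29e-14) and the epithelial transcription factor gene *ELF3* from 178.8 to 37.7 CPM (−2.24, adjusted p = 2.87e-14), while *CDH1*, which encodes E-cadherin, rose by 0.80 (adjusted p = 1.31e-08). The androgen receptor gene *AR* was at 131 ± 18.6 CPM (SD, n = 4) in EM0, 90.9 ± 14.9 in EM10, 45.1 ± 3.42 in ER0 and 4.88 ± 1.64 in ER10, and fell with E2 in both lines (adjusted p = 0.013 and 9.57e-11). Of 7 steroid receptor genes, 1 rose, 3 fell and 3 were not called in EM (1 and 3 when adjusted over the list alone, camera adjusted p = 0.667), and 2 rose, 4 fell and 1 was not called in ER (2 and 4 when adjusted over the list alone, adjusted p = 0.572). Genes of the unfolded protein response rose in both lines, 13 of 24 in EM with 2 lower and 9 not called (13 and 2 when adjusted over the list alone, camera adjusted p = 0.00503, and adjusted p = 0.199 with an estimated correlation) and 19 of 24 in ER with 3 lower and 2 not called (20 and 3 when adjusted over the list alone, camera adjusted p = 2.81e-05, and adjusted p = 0.212 with an estimated correlation). *HYOU1*, a chaperone of the endoplasmic reticulum, went from 328 to 1623 CPM in ER (log2 fold change of 2.31, adjusted p = 4.48e-13), and *MANF*, a secreted stress factor, rose by 1.43 (adjusted p = 1.88e-12).

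Genes of apoptosis went both ways in both lines. Of 25 tested, 9 rose, 7 fell and 9 were not called in EM (10 and 7 when adjusted over the list alone, camera adjusted p = 0.956), where 5 rose and 8 fell with library size as the only scaling, and 10 rose, 12 fell and 3 were not called in ER (10 and 12 when adjusted over the list alone, camera adjusted p = 0.888). In ER, *CYCS*, which encodes cytochrome c, rose from 216.7 to 990.7 CPM (log2 fold change of 2.19, adjusted p = 1.01e-14) and the proapoptotic gene *BID* fell by 1.95 (adjusted p = 8.81e-13), while *BMF*, of the same family, fell by 1.86 in EM (adjusted p = 2.55e-09) and rose by 2.18 in ER (adjusted p = 1.68e-11). Of 25 interferon response genes, 14 fell, 2 rose and 9 were not called in EM (14 and 2 when adjusted over the list alone, camera adjusted p = 0.071), and 16 fell, 3 rose and 6 were not called in ER (16 and 3 when adjusted over the list alone, camera adjusted p = 0.412); *ISG20*, an exonuclease gene, rose in both (1.54 and 2.30, adjusted p = 1.9e-08 and 1.07e-11). Of 23 basal and mesenchymal genes, 11 rose, 3 fell and 9 were not called in EM (11 and 3 when adjusted over the list alone, camera adjusted p = 0.0587) and 6 rose, 12 fell and 5 were not called in ER (6 and 12 when adjusted over the list alone, adjusted p = 0.949), with *SNAI2*, a transcription factor of mesenchymal transition, at −1.25 in EM (adjusted p = 1.39e-05) and 3.51 in ER (adjusted p = 8.19e-13). Of 15 cytokine genes tested, 2 rose, 2 fell and 11 were not called in EM (1 and 2 when adjusted over the list alone, camera adjusted p = 0.936), where 1 rose and 4 fell with library size as the only scaling, 5 rose and 5 fell with the replicate number as a block and 4 rose and 2 fell with DESeq2. In ER 7 rose, 7 fell and 1 was not called (7 and 7 when adjusted over the list alone, adjusted p = 0.908), among them *CSF1*, from 1.18 to 10.7 CPM (3.19, adjusted p = 1.32e-12), and *TGFB1*, from 76.5 to 24.9 CPM (−1.62, adjusted p = 4.84e-10). Of 15 stress response genes, 2 rose, 3 fell and 10 were not called in EM (2 and 3 when adjusted over the list alone, camera adjusted p = 0.808, and 5 fell with the replicate number as a block), and 5 rose, 6 fell and 4 were not called in ER (5 and 6 when adjusted over the list alone, adjusted p = 0.888), with the small heat shock gene *HSPB1* going from 977 ± 242 to 129.6 ± 34.7 CPM in ER (−2.91, adjusted p = 3.25e-09).

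In ER10, 290 genes rose at least 16-fold over ER0 while luminal genes fell, and 198 of the 290 were under 1 CPM in the other groups. RNA from leukocytes, endothelium, fibroblasts or erythroid cells is argued against as the source: of 19 markers of other cell types, 8 had enough counts to be tested and 2 were raised by E2 in ER, 3 fell and 3 were not called (2 and 3 when adjusted over the list alone, camera adjusted p = 0.949), and in EM none rose, 1 fell and 7 were not called (1 lower when adjusted over the list alone, adjusted p = 0.563, and 2 lower with the replicate number as a block or without a filter on low counts). The 2 raised were *HBA1*, which shares its sequence with *HBA2* and rose by 5.19 to 1.01 CPM (adjusted p = 3.41e-09), and *CD68*, which rose by 0.54 from 20.8 to 30.4 CPM (adjusted p = 0.000664), 5 of the 19 were at 1 CPM or more in ER10, and the highest was at 33.0 CPM. A response that needs both high ER and E2 was tested by the share of the 290 that also rose with E2 in EM. It was 9.31% (27 genes, with 52 lower), against 22.9% of all genes tested. A called difference between the lines was found for 250 of the 290, against 65.1% of all genes tested. The 290 were chosen by their rise in ER, which enters that difference, so that this count is no support. It also does not show whether the rise in EM is smaller or absent. A response that needs both cannot be told apart, since most of the 290 had too few counts in EM for a small rise to be seen. Of the 71 at 1 CPM or more in EM0, 11 rose and 29 fell with E2 in EM (15.5% higher, against 25.9% of all genes at that level). For high ER without E2, 63 of the 290 were called higher in ER0 than in EM0, against 4375 of all 16142 genes tested. The 290 were chosen for a rise over ER0, which favors genes low in ER0, and 198 of them were under 1 CPM there. This comparison thus cannot say whether high ER alone raises them. How many of the 290 were lower in ER0 than in EM0 was not counted.

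ER target genes went both ways with E2 in the ER line. Scaling of the libraries is argued against as the whole cause, since at least 11 of 35 were called in each direction with TMM, RLE or library size alone. That targets already raised without E2 fall when it is added was tested by a correlation over the 35 genes. It was taken between ER0 minus EM0 and ER10 minus ER0, with the ER0 libraries divided between both differences. The mean r was 0.155 over the 6 ways (0.0828 to 0.221), where a negative r was predicted. Targets raised more without E2 thus did not tend to fall more. Since 31 of the 35 were higher in ER0 than in EM0, r cannot say whether being raised matters for a single target. No other biological explanation was tested.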
